# NPC1 is required for postnatal islet β cell differentiation by maintaining mitochondria turnover

**DOI:** 10.7150/thno.90946

**Published:** 2024-02-24

**Authors:** Bei Liu, Duanyi Hua, Linyan Shen, Tingting Li, Zheying Tao, Chenyang Fu, Zhongzheng Tang, Jie Yang, Li Zhang, Aifang Nie, Yiran Jiang, Jiqiu Wang, Yang Li, Yanyun Gu, Guang Ning

**Keywords:** NPC1, β cell differentiation, diabetes, lysosome, mitophagy

## Abstract

**Rationale:** NPC1 is a protein localized on the lysosome membrane regulating intracellular cholesterol transportation and maintaining normal lysosome function. GWAS studies have found that *NPC1* variants in T2D was a pancreatic islet expression quantitative trait locus, suggesting a potential role of NPC1 in T2D islet pathophysiology.

**Methods:** Two-week-old *Npc1*^-/-^ mice and wild type littermates were employed to examine pancreatic β cell morphology and functional changes induced by loss of *Npc1*. Single cell RNA sequencing was conducted on primary islets. *Npc1*^-/-^ Min6 cell line was generated using CRISPR/Cas9 gene editing. Seahorse XF24 was used to analyze primary islet and Min6 cell mitochondria respiration. Ultra-high-resolution cell imaging with Lattice SIM^2^ and electron microscope imaging were used to observe mitochondria and lysosome in primary islet β and Min6 cells. Mitophagy Dye and mt-Keima were used to measure β cell mitophagy.

**Results:** In *Npc1*^-/-^ mice, we found that β cell survival and pancreatic β cell mass expansion as well as islet glucose induced insulin secretion in 2-week-old mice were reduced. *Npc1* loss retarded postnatal β cell differentiation and growth as well as impaired mitochondria oxidative phosphorylation (OXPHOS) function to increase mitochondrial superoxide production, which might be attributed to impaired autophagy flux particularly mitochondria autophagy (mitophagy) induced by dysfunctional lysosome in *Npc1* null β cells.

**Conclusion:** Our study revealed that NPC1 played an important role in maintaining normal lysosome function and mitochondria turnover, which ensured establishment of sufficient mitochondria OXPHOS for islet β cells differentiation and maturation.

## Introduction

Niemann-Pick disease type C intracellular cholesterol transporter 1 (NPC1) is a protein localized on the lysosome membrane that predominantly function as a transporter to escort cholesterol out of the lysosome 1. Mutated and loss of function of this gene lead to cholesterol accumulation in the lysosome, impairing lysosomal function and developing an autosomal recessive lysosomal storage disorder (LSD): Niemann-Pick disease type C1. Major defects of this disease manifest as nervous system disorders and hepatosplenomegaly 2, 3. GWAS studies have reported that the SNPs in *NPC1* are significantly associated with obesity and Type 2 diabetes mellitus (T2D) 4. Moreover, heterozygous mice with *Npc1* gene deletion are more likely to develop obesity and glucose intolerance phenotypes fed on a high fat diet 5, 6. Recently, the TIGER study has analyzed a large multi-cohort dataset of pancreatic islets with gene expression and dense genotyping data and found a common *NPC1* variant as an expression quantitative trait locus (eQTL) that decreases islet *NPC1* expression with increased T2D risk 7. This new evidence not only verifies the role of NPC1 in T2D pathogenesis but also emphasizes that NPC1 could be key to maintain normal human β cell functional repertoire, which has not yet been investigated.

Lysosomes have long been considered as an organelle that predominantly function as an intracellular trash bag to degrade either exogenous pathogens, wastes, or endogenous disabled organelles. Lysosome role as a hub for intracellular metabolism, signaling and quantity control has been increasingly recognized 8. Plenty of evidence has suggested that lysosome dysfunction is one of the pathogeneses of T2D 9, 10. One of the major defects caused by lysosomal dysfunction in cells, was autophagy blockage. Autophagy maintains cell metabolism homeostasis, including the quantity and quality control of other cell organelles. Evidences have shown that both HFD and aging suppress β cell autophagy, which elicits multiple disorders to promote β cell failure 2, 11, 12. However, whether perturbed autophagy induced by *Npc1* loss might exert negative effect on β cell maturation awaits to be explored.

Despite being important for adult β cell functional mass, few studies have examined the role of lysosome or autophagy in β cell development, maturation or differentiation in early life. Postnatal β cell maturation requires increasing glucose but decreasing amino acid induced mitochondria oxidative phosphorylation (OXPHOS) 13, 14. Switching of AMPK and mTOR signaling underlies above metabolic reprogramming induced by diet switch upon weaning and drives the cell maturation progress. As a hub to coordinate the balance between AMPK and mTOR signals and a main intracellular organelle to sense nutrient availability 15, lysosome in β cell is theoretically important for cell differentiation or maturation process during weaning when feeding pattern is substantially switched. Moreover, as the key organelle that assists β cell maturation, mitochondria also rely on lysosome activity to undergo sufficient mitophagy to achieve mitochondria quantity control and function homeostasis 16-18. However, there is lacking of direct evidence to evaluate the role of lysosome or mitophagy in postnatal β cell differentiation during weaning.

Herein, we used neonatal pups of *Npc1* knockout mice (*Npc1*^-/-^) and *Npc1* knockout Min6 cells (*Npc1*^-/-^ Min6 cell) to study the effect of *Npc1* deletion on β cell and found that *Npc1* loss induced the accumulation of autophagosome/lysosomes, decreased lysosome function, blocked cell autophagy, i.e., mitophagy, and hence impaired mitochondrial OXPHOS to perturb the normal postnatal differentiation of pancreatic β cells.

## Methods

### Animals

C57BL/6J genetic background *Npc1*^-/-^ mice were generated by mating *Npc1*^+/-^ mice 19. Heterozygous male and female mice were mated to produce homozygous mice and wild type littermates. Genotyping primer sequence: WT, Forward: 5'-GGTGCTGGACAGCCAAGTA-3', Reverse: 5'-TCTCACAGCCACAAGCTTCC-3'; MUT, Forward: 5'-TGAGCCCAAGCATAACTTCC-3', Reverse: 5'-GGTGCTGGACAGCCAAGTA-3'. All mice were housed in SPF facility with 12 h light/12 h dark cycle at steady room temperature (22-24 °C) with free access to water and food. All animal protocols were approved by the Animal Care Committee of Shanghai Jiao Tong University School of Medicine.

### Cell culture

Min6 cells were cultivated in DMEM (Thermo Fisher Scientific, Waltham, MA, USA) including 25 mM glucose, 15% FBS, 2 mM L-glutamine, 1 μl/mL β-mercaptoethanol and 1x ZellShield (Minerva Biolabs, Berlin, Germany) at 37 °C in 5% CO_2_ incubators. Bafilomycin A1 (BafA1, 20 nM, 24 h) and carbonyl cyanide phenylhydrazone (CCCP, 1 μM, 3 h) were used to treat Min6 cells.

### Isolation, Culture and Dissociation of Mouse Pancreatic Islets

The method of isolate primary mouse islets was described in our previous study 4. Collagenase P was used for pancreatic digestion (Roche Applied Science, Basal, Switzerland). *In vitro*, primary islets were cultured in medium containing RPMI 1640 with 10% FBS, 2 mM L-glutamine, 1% HEPES, 1x ZellShield (Minerva Biolabs, Berlin, Germany) at 37 °C in 5% CO_2_ incubators. The islet dissociation was performed with 0.25% Trypsin-EDTA, at 37 ℃ for 2min in 5% CO_2_ incubators.

### Glucose-Stimulated Insulin Secretion

The primary islets were isolated and handpicked. After incubation with culture medium mentioned above for 4 h, 20 islets/well were hand-picked in KRBB (4.8 KCl, 25 NaHCO_3_, 20 NaCl, 1.2 KH_2_PO_4_, 1.2 MgSO_4_, 2.5 CaCl_2_, 10 HEPES, in mM) for equilibrium with 2.8 mM glucose 1 h, then replace with fresh KRBB with 2.8 mM and 16.7 mM glucose separately. The supernatants were collected after glucose stimulation and islets were lysed in hydrochloric ethanol. The insulin levels in the supernatants and islet lysates were analyzed using a Mouse Insulin ELISA Kit (ALPCO, Salem, NH, USA) according to the instruction of manufacturer.

### qRT-PCR Analysis

Total RNA was extracted from islets or Min6 cells by TRIzol reagent (Thermo Fisher Scientific) and used for reverse transcription to cDNA using a PrimeScript RT reagent Kit (TaKaRa, Shiga, Japan). Gene expression was analyzed by quantitative real-time PCR of cDNA using SYBR Green (TaKaRa) on a LightCycler 480 (Applied Biosystems, Waltham, MA, USA). All β cells qRT-PCR data were normalized to *Actb* or *Gapdh*. Primers are listed in Table S1.

### Western Blot and CTSB activity

Total protein extracted from islets or Min6 cells was quantified using BCA Protein Assay Kit (Thermo Fisher Scientific). Proteins were separated by electrophoresis and transferred onto a PVDF membrane. Primary antibodies are listed below: anti-LAMP1 (1:1000, Abcam, Cambridge, U.K), anti-NPC1 (1:1000, Novus Centennial, CO, USA), anti-ATG5 (1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-CTSB (1:1000, Cell Signaling Technology), anti-LC3 (1:1000, Cell Signaling Technology), anti-p62 (1:1000, Cell Signaling Technology), anti-pS6 (1:1000, Cell Signaling Technology), anti-p-AMPK (1:1000, Cell Signaling Technology), anti-COX4 (1:1000, CST), anti-OXPHOS (1:1000, ABCAM), anti-CHOP (1:1000, CST), anti-OPA1 (1:1000, CST), anti-PINK1 (1:1000, NOVUS), anti-ALDH1A3 (1:1000, NOVUS), anti-p-eIF2α (1:1000, CST), anti-eIF2α (1:1000, CST), anti-Caspase-3 (1:1000, Cell Signaling Technology), anti-Cleaved Caspase-3 (1:1000, Cell Signaling Technology), anti-β-Actin (1:10000, Aksomics), anti-HSP90 (1:10000, Santa Cruz Biotechnology).

CTSB activity was measured using a Cathepsin B Activity Assay Kit (Abcam) according to manufacturer's instruction. Briefly, reaction buffer 50 μL and 10 mM Cathepsin B substrate 2 μL were incorporated to protein lysates from Min6 cells (1x10^^^6) and incubated for 30 min at 37 °C before being read with 400 nm excitation and 505 nm emission. Activities were normalized to the CTSB protein levels of each sample.

### Immunochemistry and immunofluorescence

The pancreas was weighed, fixed, processed, and embedded in paraffin. Whole pancreas was then sectioned with 5 µm thickness, then sections were selected at intervals of 250-300 µm for immunohistochemical staining of insulin and counterstained with eosin. The sections were then scanned using an Axio Scan.Z1 (ZEISS, Oberkochen, Germany). The proportion of insulin-positive in total pancreatic staining area versus the whole pancreas area was calculated using image J. Immunofluorescence staining images were captured by confocal microscope LSM 880 (ZEISS). Antibodies used in the study included anti-Insulin (1:800, DAKO, Copenhagen, Denmark), anti-UCN3 (1:500, Phoenix Pharmaceuticals, Mannheim, Baden-Wurttemberg, Germany), anti-Ki67 (1:400, DSHB), anti-Glucagon (1:500, Abcam), anti-Somatostatin (1:100, Abcam), and anti-ALDH1A3 (1:100, NOVUS). Fluorescence detection was operated with Alexa Fluor 647 nm, 488 nm and 594 nm conjugated antibodies (Thermo Fisher Scientific). Cell nuclei were labelled with DAPI.

### Filipin Staining

Mouse pancreases were dehydrated with sucrose and frozen for 7 µm section. Then permeabilization was performed using 0.2% Triton and incubated with 50 µg/µL filipin (Sigma, St. Louis, MO, USA) in PBS for 45 min. Imaging was taken using a confocal microscope LSM880 (ZEISS).

### Ultrastructure observation with Electron Microscopy (EM)

The pancreatic tissue containing the islets was removed under stereomicroscope (Leica, Wetzlar, Germany), fixed, dehydrated, stained and embedded as previously reported 20. EM images were taken by Transmission Electron Microscope (HITACHI, Japan). Maturation of insulin vesicles was measured and calculated by 5000-fold magnification and representative images were collected at 20000-fold magnification by Image J.

### Lysosome digestive function and pH test

Min6 cells were cultured in 35 mm glass bottom dish or 12-well plates. Lysosome digestive function was detected using dye quenched bovine serum albumin (DQ-BSA-488 nm, Sharebio, Shanghai, China) and Lysosomal pH was detected using LysoSensor (Thermo Fisher Scientific, Waltham, MA, USA). Cells were incubated with DQ-BSA (10 µg/mL) for 6 h or LysoSensor (0.1 mg/mL) for 5 h at 37 ℃. Images were taken with confocal LSM880 (ZEISS). For lysosome digest function, fluorescence intensity at 488 nm excitation was measured. For lysosome pH, R/G ratio: the ratio of excitation 335 nm emission 452 nm (green, G) and excitation 381 nm emission 521 nm (red, R) was calculated to indicate the lysosome pH level. Fluorescent intensity quantification using Cytation5 (BioTek, Winooski, VT, USA).

### Mt-Keima test and Mitophagy dye

Min6 cells were cultured in a 35 mm glass bottom dish. Adenovirus carried with mt-Keima 21 plasmid (HG-VYA1474, Addgene) was incubated in Min6 and *Npc1*^-/-^cells. Imaging was taken using confocal LSM880 (ZEISS), GFP excitation was at 458 nm and RFP at 594 nm, emission both were at 626 nm, fluorescence intensity of each excitation was quantified using the Image J Software. Mitophagy level is calculated by excitation fluorescence of RFP versus (RFP+GFP) 22. Min6 cells were cultured in a 35 mm glass bottom dish. Mitophagy activity was detected using a Mitophagy Detection Kit (Dojindo, Kumamoto, Japan) 23, 24. Cells were first incubated with Mitophagy dye (100 nM) for 30 min, then with Lyso dye (1 μM) for another 30 min. Imaging was taken using confocal LSM880 (ZEISS). Fluorescence intensity was quantified using the Image J Software.

### MtDNA Content

Min6 cells DNA was extracted using Universal Genomic DNA Purification Mini Spin Kit (Beyotime). MtDNA Content was represented with the ratio of relative abundancy of mitochondrial DNA and genomic DNA by PCR amplification primer sequence: mCОX2 mitochondria DNA, Forward: 5'-CCCGAОTAAATОAACCAACA-3', Reverse: 5'-CAATGGCCATAAACCTATGC-3'. mβ-globin genomic DNA, Forward: 5'-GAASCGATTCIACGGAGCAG-3', Reverse: 5'-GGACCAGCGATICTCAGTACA-3'.

### Ultrahigh Resolution Cell Imaging

Min6 cells were cultured in a 35 mm glass bottom dish. Mitochondria were labeled with MitoTracker Green 1 μM (Cell Signaling Technology), Lysosome with Lysotracker Red 1 μM (Thermo Fisher Scientific), Nucleus with Hoechst (Beyotime), and incubated for 10 min at room temperature. Ultrahigh resolution imaging was conducted using Ultra-high-resolution Lattice SIM^2^(ZEISS).

### Autophagosome and mitochondria Imaging

Min6 cells were cultured in a 35 mm glass bottom dish. Autophagosomes were labeled by adenovirus infection which carried with LC3-mCherry sequence 25, mitochondria were labeled with MitoTracker Green 1 μM (Cell Signaling Technology). Imaging was taken using confocal LSM880 (ZEISS).

### CRISPR/Cas9 mediated *Npc1* knockout in Min6 cells

To obtain* Npc1* knockout Min6 cells, guide RNA targeting exon6 were designed and selected through http://crispor.tefor.net: gRNA-A1: CAGGACTGCTCCATCGTCTGCGG, gRNA-A2: CATCATGTGGGTCACCTACGTGG 26. Plasmids containing CRISPR-Cas9 RNP (Haixing Bioscience, Jiangsu, China) expression cassettes for hSpCas9 and chimeric gRNAs were electro-transfected by Neon transfection system according to the protocols of manufacturer (Thermo Fisher Scientific). After two days, single colonies were transferred into 96-well plates. To determine the presence of deletions in targeted clones, genomic DNA was isolated using a Quick-DNA Miniprep kit (Zymo Research, Irvine, CA, USA) and PCR amplification was achieved using 2×Taq Master Mix (Vazyme, Jiangsu, China) of primers flanking exon; Forward: 5'-ACAACGGACAAGCGCCATTTA-3'; Reverse: 5'-CAGATCCTCCAGGGCATAGGA-3'. Clones with mutations in both alleles were selected for downstream studies and maintained under the same conditions as parental cells.

### Oxygen Consumption Rate (OCR) and Mitochondrial superoxide (MitoSOX) Measurement

Islet OCR was measured using a Seahorse XF24 extracellular flux analyzer (Seahorse Bioscience, MA, USA). Each well was preincubated with 40-60 islets or 4 x 10^4^ cells in assay medium with 0.2% BSA and 2.8 mM glucose for 4 h for preparation, then 20 mM Glucose, 5 μM oligomycin, 4 μM FCCP and rotenone 5 μM (for cell: 2 μM oligomycin, 2 μM FCCP and 0.5 μM rotenone) were incorporated sequentially to measure mitochondrial OCR parameters (the above reagent is the final concentration).

Mitochondrial superoxide level was labeled using MitoSOX Red Mitochondrial superoxide indicator (M36008, Molecular Probes, USA), and analyzed by flow cytometry according to the manufacturer's protocol.

### Electrophysiology

A patch clamp was performed in the standard whole-cell configuration with the Sine+DC LockIn function of an EPC 10 amplifier and PatchMaster Software (HEKA Electronik, Lambrecht, Germany) 5-30 min after switching cells to the bath solution. Cells were preincubated in DMEM with 10% FBS, 100 units/mL penicillin/streptomycin, and 2.8 mM glucose for 1 h prior to switching to bath solution. Bath solution containing (in mM): 118 NaCl, 20 TEA, 5.6 KCl, 1.2 MgCl_2_, 2.6 CaCl_2_, 5 HEPES, and with glucose as indicated (pH adjusted to 7.4 with NaOH) in a heated chamber (32-35 ℃). The pipette solution contained (in mM): 125 Cs-glutamate, 10 CsCl, 10 NaCl, 1 MgCl_2_, 0.05 EGTA, 5 HEPES, cAMP and 3 MgATP (pH adjusted to 7.15 with CsOH). Exocytotic responses were measured 1-2 min after obtaining the whole-cell configuration in response to ten 500-ms depolarizations to 0 mV from a holding potential of -70 mV. Changes in capacitance were normalized to cell size (fF/pF).

### Single-cell Sequencing

After isolation and extraction, each tube contained 200-300 islets; they were digested with 0.25% Trypsin-EDTA, at 37 ℃ for 2 min. Digestion was stopped using RPMI 1640 (Thermo Fisher Scientific) containing 10% fetal bovine serum (FBS) (Thermo Fisher Scientific), blowing evenly. It was centrifuged at 1360 rpm for 5 min at 4 ℃. After the supernatant was abandoned, it was resuspended with 4 ℃ PBS containing 0.2% BSA, with cell concentration control at approximately 1000 counts/μL. Cell viability was measured with trypan blue staining and counted using a Cell Counter. Approximately 10,000-15,000 dissociation islet cells were operated using 3' library chips on the Chromium Single Cell 3' Library (v2) according to 10X Genomics platform. Gel Bead-In-Emulsions (GEMs) were formed by the microfluidization of each cell, and cell lysis, reverse transcription reaction and amplification were carried out within GEMs. The sequencing strategy used was the Illumina NovaSeq PE150. Data analysis (merge samples) using Cellranger, normalized parameter mapping. Cell filtration was performed with Seurat v4.0.3, removing low quality sequencing data (parameters: nFeature > 1000, nCount < 50000, mt < 10, percent of rbc > 0.1, double cells). Standardized method: SCTransform. Cell clustering was done using the FindClusters method with variable-feature 3000 and resolution 0.46. Differentially expressed genes (DEGs) analysis was operated with FindMarkers, |avg_logFC| > 0, p_val_adj < 0.01. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed using David (https://david.ncifcrf.gov/).

### Statistical Analysis

The data were presented using Mean ± SEM, using a two-tailed student t test for two groups, and analyzed by GraphPad Prism 8.3.0 (GraphPad Software, USA). *P* < 0.05 was considered statistically significant.

## Results

### *Npc1* knockout reduced β cell mass in mice

Consistent with a previous report 27, *Npc1*^-/-^ mice have a shorter life span (Figure S1A), and significant growth retardation compared to their wild-type (WT) and heterozygous (HET) littermates, with lower body weight, shorter body length (Figure S1B-C) and lower blood total cholesterol level (Figure S1D). We then examined phenotypes in mice with 2 weeks of age, before the decease of *Npc1^-^*^/-^ mice. The proportion of organ weight to body weight like brain and liver, increased in *Npc1*^-/-^ mice (Figure S1E-H). However, the organ size and proportion of pancreas weight in *Npc1*^-/-^ mice were substantially smaller than those in mice of other genotypes (Figure 1A-B). Meanwhile, the endocrine pancreas was also affected, after adjusted with whole pancreas weight, β cell mass were still significantly reduced in *Npc1*^-/-^ mice (Figure 1C-D), so was pancreas insulin content (Figure 1E), though with no changes in proportion of insulin immunolabelled area to the whole pancreas at the 18.5^th^ embryonic day (E18.5) (Figure S1I). In consistent, *Npc1*^-/-^ mice demonstrated decreased serum insulin level compared to WT and* Npc1*^+/-^ mice (Figure 1F)*,* whereas the random blood glucose levels were comparable between the three genotypes (Figure 1G) at this age. Generally, *Npc1*^+/-^ mice shared similar phenotypes with those of WT mice.

### *Npc1* ablation induced β cell apoptosis and dysfunction with autophagosome/lysosome accumulation

We sought to determine what cell biology changes knocking-out *Npc1* could induce in β cell leading to mass loss. β cell proliferation in* Npc1*^-/-^ mice, manifested by computing Ki67^+^ β cell percentage, showed no significant difference with the WT mice (Figure 2A). However, the percentage of apoptotic β cells increased in *Npc1*^-/-^ compared to WT mice, manifested by three folds increase of TUNEL labelled positive islets in* Npc1*^-/-^ mice (Figure 2B), as well as higher Annexin V/PI labeling of dispersed primary islet cells (Figure 2C). Pancreatic islet structure was moderately altered, with more centrally located non-β cells, like α and δ cells (Figure 2D). We tested if *Npc1* deletion affected β cell function and found that *Npc1*^-/-^ islets had decreased islet insulin content (Figure 2E), basal insulin secretion and nearly 70% less glucose induced insulin secretion (GSIS) in response to 16.7 mM glucose stimulation compared to WT islets after adjusted islet insulin content (Figure 2F). Hence, both decreased postnatal β cell mass growth and insufficient GSIS in *Npc1*^-/-^ mice suggested deficient β cell postnatal maturation and development.

The functional and survival defects in β cells can be induced by the blocked autophagy flux manifested by higher ratio of LC3-II to LC3-I, LAMP1 and p62 protein levels in primary *Npc1*^-/-^ islets as in other organs (Figure 2G, S1J), for loss of NPC1 not only induced a significantly elevated intracellular cholesterol content (Figure S1K), but also increased intracellular number and size of autophagosome/lysosome in β cells observed under EM (Electron microscope) with accumulating undigested autophagic substrate and intracellular cholesterol (Figure 2H). The autophagy flux in *Npc1*^-/-^ islets can be further blocked after bafilomycin A1 (BafA1) treatment, suggesting that the BafA1 treatment shared synergistical but independent effects with *Npc1* ablation in blocking autophagy (Figure S1L).

### scRNA sequencing demonstrated insufficient β cell differentiation and maturation with impaired mitochondrial respiration

Next, we explored the potential mechanistic linkage that could mediate the effect of disturbed autophagy in normal β cell functional maturation and mass growth. Single cell RNA sequencing analysis was conducted on dispersed primary *Npc1*^-/-^ and WT islet cells in 2-week-old mice. 

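The assay was droplet-based single cell RNA sequencing (10x Genomics), in which the transcripts of a cell share a cell barcode and each captured molecule carries a unique molecular identifier (UMI), so that a value counts molecules and not reads. There was 1 library of WT islet cells and 1 library of *Npc1*-/- islet cells, both from mice aged 2 weeks. The sample labels give a pool of 3 female mice for each library, which the paper's text does not mention. The labels also name another version of the 10x reagents than the paper does. The authors deposited UMI counts per gene and barcode as Cell Ranger wrote them after its own choice of barcodes, with no normalization and before the filters of the methods. The WT library held 8569 barcodes with 114324626 UMIs in total and a median of 6713 UMIs per barcode. The *Npc1*-/- library held 7646 barcodes with 127122035 UMIs and a median of 11658. Both listed the same genes by Ensembl identifier and symbol, and the positions given here are those of these identifiers in the GENCODE annotation of GRCm38.

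With 1 library per genotype, no difference between genotypes has a replicate check, and no p-value is given. The 95% intervals are exact (Poisson for counts, Clopper-Pearson for shares, conditional binomial for ratios) and cover counting error only, not the spread between mice or preparations. Gene levels are UMIs summed over the cells of a class and library, as counts per 1e6 UMIs (CPM) of that sum. Insulin took 52.8% of the UMIs of WT β-like cells and 50.3% of those of *Npc1*-/- β-like cells, out of 49319331 and 48279607 UMIs. Over the 8648 genes with at least 5 CPM in either library, the median log2 ratio of *Npc1*-/- over WT was 0.12. It became 0.05 with the hormone genes left out of the totals and -0.02 with edgeR's TMM factor. The log2 ratios between genotypes are therefore given relative to this median gene, after adding 0.5 counts to each sum.

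*Npc1* (ENSMUSG00000024413) lies on chromosome 18 from 12189692 to 12236400 on the minus strand. Over all kept cells, 772 UMIs of *Npc1* were counted in WT and 347 in *Npc1*-/-, or 8.37 and 3.98 CPM, a ratio of 0.476 (0.418 to 0.540). In β-like cells the counts were 280 and 118, and the log2 ratio relative to the median gene was -1.33 (-1.66 to -1.02). *Npc1* transcripts were thus lower in the library labelled *Npc1*-/- but were counted there. *Xist*, which is transcribed from the inactive X chromosome, stood at 626 CPM in WT and 611 CPM in *Npc1*-/-. The Y-linked genes *Ddx3y* and *Eif2s3y* had 0 UMIs in both libraries, which allows up to 3 counts each, *Kdm5d* had 1 UMI in WT and *Uty* had 1 in *Npc1*-/-.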

After filtering and processing, we used data from 9,003 cells for cell clustering analysis, the islet cells were clustered into the following 17 groups (Figure 3A). 

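The filters were rebuilt from the methods. More than 1000 genes, fewer than 50000 UMIs and under 10% mitochondrial UMIs were met by 4655 WT and 4287 *Npc1*-/- barcodes. Mitochondrial UMIs reached 10% or more in 2628 WT barcodes (30.7%) and 2395 *Npc1*-/- barcodes (31.3%). The limit of 0.1% on red blood cell transcripts was read as a share of haemoglobin UMIs and left 4628 and 4269 barcodes. The paper's text does not name a doublet caller, so Scrublet was run on each library. Its own threshold marked 66 WT barcodes (1.43%), which were removed. It marked only 7 *Npc1*-/- barcodes (0.164%), so the 261 with the highest scores were removed there, at the 6.12% that the number of barcodes predicts. The doublet step was thereby stricter in the *Npc1*-/- library. Kept were 4562 WT cells with a median of 18782 UMIs and 3780.5 genes, and 4008 *Npc1*-/- cells with a median of 21155 UMIs and 4031 genes. Of the 16215 barcodes, 8570 were kept (52.9%, 52.1 to 53.6). The alternative that moved this most required more than 2000 genes and under 5% mitochondrial UMIs and kept 5869 cells.

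SCTransform, 30 principal components and Louvain clustering at resolution 0.46 gave 20 clusters. Of the 3000 variable features 2981 were used, since the genes reported in the comparisons were left out so that none of them could define a cluster. A cluster was called X-like from a fixed list of markers. The classes are therefore rebuilt names and need not hold the cells that the study put under them. Single clusters were α-like (led by *Gcg*, *Ttr* and *Irx1*), δ-like (*Sst*, *Hhex*), PP-like (*Ppy*, *Pyy*, followed by the ghrelin gene *Ghrl*), stellate-like (*Rgs5*, *Acta2*), proliferating-like (*Ube2c*, *Top2a*), Schwann-like (*Fabp7*), macrophage-like (*C1qb*, *C1qc*) and B cell-like (*Igkc*, *Ighm*). The endothelial-like class had 2 clusters (*Flt1*, *Plvap*, *Esm1*). The β-like class had 5. Among these, the mature β-like cluster was led by *Ucn3*, *Mafa* and *Trpm5*. The immature β-like cluster was led among β-like cells by *Ppy*, *Cd79a*, *Txnip* and *Pyy*, of which *Cd79a* is otherwise a B cell marker. The other 3 β-like clusters were given no state. The first of them was led by *G6pc2* and had a median of only 8389 UMIs, the next by the stress genes *Hspa1a*, *Dnajb1* and *Fos*, and the last by the replication genes *Mcm6* and *Hells*. Among β-like cells this last cluster was led by the δ cell gene *Sst* with *Ly6h* and *Arg1*. It had the highest median UMI number (37626) and a median doublet score of 0.0972, so that some of its 138 barcodes may hold a β and a δ cell. A further 5 clusters stayed unnamed because markers of several classes were raised or led by genes of another class. They were led by *Ctrb1* with *Col1a1*, by *Hells* with *Mcm3*, by *Chgb* with *Fev*, by *S100a9* with *Trbc2* and by *Sst* with *Fam159b*. A margin between the best and the next class, set after the data were seen, kept 134 WT cells (2.94%) and 200 *Npc1*-/- cells (4.99%) out of a class.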

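Shares are of kept cells in each library. The mature β-like cluster held 867 WT cells (19.0%, 17.9 to 20.2) and 660 *Npc1*-/- cells (16.5%, 15.3 to 17.7), a ratio of 0.866 (0.782 to 0.960). This ratio was 0.619 at clustering resolution 1.0, the alternative that moved it most. Its direction turned to 1.10 when cells of any UMI number or haemoglobin share were kept and no doublets were removed. With doublets kept but the other limits in place, the shares were 19.2% in WT and 17.1% in *Npc1*-/-, so the doublet step alone did not turn it. The limit of 50000 UMIs left out 167 WT and 369 *Npc1*-/- barcodes that met the limits on genes and mitochondrial UMIs. α-like cells made up 20.4% (930 cells) and 18.4% (739 cells), a ratio of 0.904 (0.820 to 0.997). The interval of PP-like cells included 1, with 4.19% in WT and 3.42% in *Npc1*-/- (ratio 0.816, 0.651 to 1.02), as did that of δ-like cells with 7.45% and 7.71% (ratio 1.03, 0.884 to 1.21). β-like cells of all clusters rose from 36.7% to 41.3%, a ratio of 1.13 (1.05 to 1.21). Endothelial-like cells took 9.80% and 10.7%, stellate-like cells 5.195% and 6.14%, and proliferating-like cells 4.08% and 3.69%.

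Several clusters lay almost wholly in the WT library, and such a cluster may be a feature of that library and not a cell type. B cell-like cells numbered 141 in WT (3.09%) and 1 in *Npc1*-/- (0.0250%). The β-like cluster led by stress genes had 177 WT cells (3.88%) and 1 *Npc1*-/- cell. The unnamed cluster with T cell and neutrophil genes had 115 WT cells (2.52%) and 2 *Npc1*-/- cells (0.0499%). Since shares add up to 100%, these clusters lower the other WT shares. No cluster met the rule for progenitor-like cells, and the unnamed cluster in which progenitor and PP markers were both raised was larger in *Npc1*-/-.

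**Figure D1:**
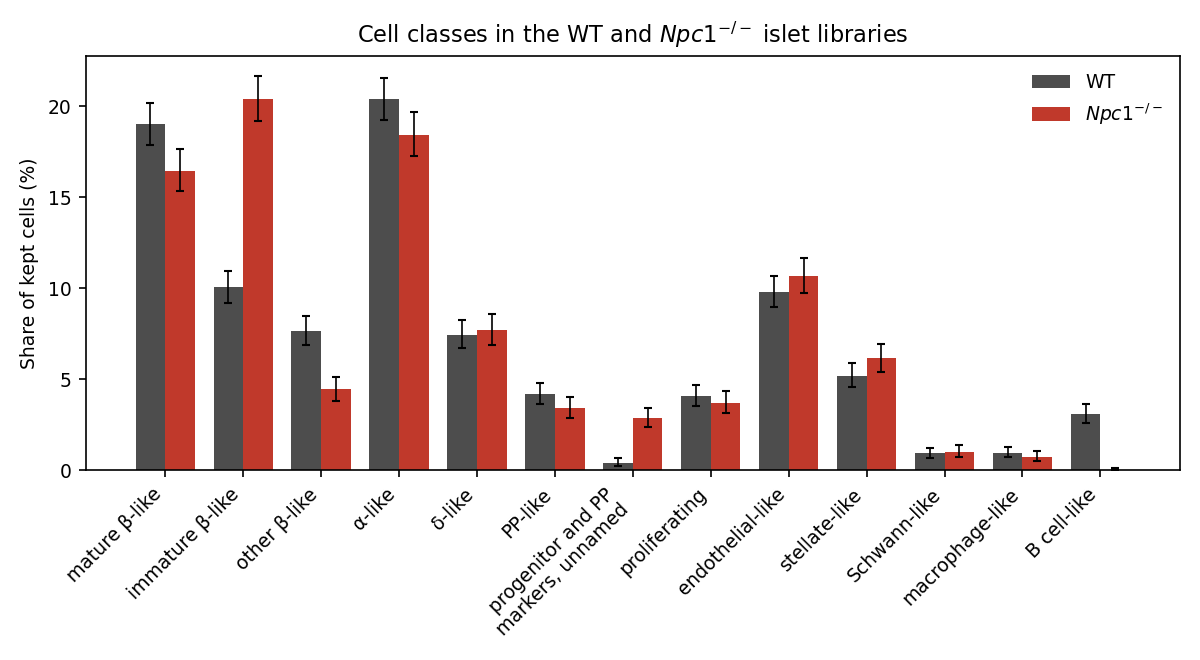
Share of kept cells in each rebuilt class, in percent, for the WT library (grey) and the *Npc1*-/- library (red). Bars are 1 library each and error lines are exact 95% binomial intervals for counting error. Mature β-like cells went from 19.0% to 16.5% and B cell-like cells from 3.09% to 0.0250%.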

*Npc1* knockout demonstrated different distribution with decreased portion of mature β and α cells but increased portion of progenitors compared to the WT islet cells (Figure 3B). Increased expression of those markers for PP cells defines β and α cells as their immature versions (Figure 3C), including *Tspan8*, *Ppy* and *Pyy*. 

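In β-like cells, *Tspan8* (ENSMUSG00000034127, chromosome 10, 115816832 to 115849893) rose from 52.6 CPM in WT to 64.8 CPM in *Npc1*-/-. *Ppy* (ENSMUSG00000017316, chromosome 11, 102099930 to 102101319) rose from 3214 to 6021 CPM, and *Pyy* (ENSMUSG00000017311), which lies next to it from 102106676 to 102107832, from 7661 to 12770 CPM. Relative to the median gene, the log2 ratios were 0.18 (0.11 to 0.26) for *Tspan8*, 0.79 (0.78 to 0.80) for *Ppy* and 0.62 (0.61 to 0.63) for *Pyy*. Their values left these intervals in 6 (*Tspan8*) and 9 (*Ppy*, *Pyy*) of 10 alternatives, with ranges of 0.14 to 0.38 for *Tspan8*, 0.69 to 1.11 for *Ppy* and 0.52 to 0.79 for *Pyy*. All 3 stayed above the median gene in each of 10 alternatives for the cell filter, doublets, the definition of β-like cells and the mean over cells. The TMM factor and totals without hormone genes move every gene and the median gene alike, so they are not counted among these. In α-like cells the ratios of CPM were 1.65 for *Ppy* (9931 to 16400 CPM), 1.35 for *Pyy* (23989 to 32296 CPM) and 1.26 for *Tspan8* (93.7 to 118.0 CPM).

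The share of cells with a UMI was compared after each cell was thinned to 5000 UMIs, which left out 18 WT and 24 *Npc1*-/- β-like cells and 46 and 32 endothelial-like cells. Endothelial-like cells should lack these genes and were set beside them for free RNA. Before thinning, the median was 30099 UMIs in WT and 29768 in *Npc1*-/- β-like cells, against 7871 and 9983 in endothelial-like cells. *Ppy* was found in 71.3% of WT and 80.7% of *Npc1*-/- β-like cells, against 79.8% and 83.8% of endothelial-like cells, which is no direct measure of background, since thinning removes more free RNA from β-like cells than from the smaller endothelial-like cells. By CPM, *Ppy* stood at 615 and 426 in endothelial-like cells, far below β-like cells. The shares of *Pyy* were 85.8% and 89.9% in β-like cells against 83.5% and 86.3% in endothelial-like cells. *Tspan8* was found in more β-like than endothelial-like cells, with 19.0% (17.1 to 20.9) of WT and 23.5% (21.5 to 25.7) of *Npc1*-/- β-like cells against 4.49% and 4.56% of endothelial-like cells. Without thinning, *Tspan8* was found in 42.7% and 51.7% of β-like cells, *Ppy* in 99.2% of both and *Pyy* in 99.7% and 99.6%. In α-like cells, with 41 WT and 18 *Npc1*-/- cells left out, the thinned share of *Tspan8* was 24.0% and 27.9% and the unthinned share 43.1% and 50.3%.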

Cell count showed that proportions of progenitor cells were increased 8 folds and immature β cells increased 3 folds in *Npc1*^-/-^ islets (Figure 3D). Additionally, in whole β cell clusters, we also found a significant decrease in the mRNA expression of β cell identity and function related genes (*Ins1*, *Ins2*, *Pdx1*, *Ucn3*, *MafA*, *Slc2a2*, *Nkx6.1*) in *Npc1*^-/-^ islet β cell. 

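The cluster nearest to progenitor-like cells had 7 of the 14 progenitor markers and 6 of the 7 PP markers raised, among them *Fev* at 280 CPM and *Sox4* at 500.4 CPM, and was led by genes that include the granins *Chgb* (32889 CPM) and *Chga* (27785 CPM). On the log2 scale its PP markers stood on average 0.73 above the mean of the clusters and its progenitor markers 0.69, so PP came first. *Slc18a1* (182 CPM) and *Tac1* (56.9 CPM) were also higher there than in any other cluster, so its identity stays open. The cluster held 19 WT cells (0.416% of kept cells, 0.251 to 0.650) and 115 *Npc1*-/- cells (2.87%, 2.37 to 3.43), a ratio of 6.89 (4.22 to 11.9). Under the other clustering, doublet and loose filter settings planned for it, the ratio of the cluster that shared most of these cells ran from 5.69 to 7.41. That cluster did not always carry the same markers. With the study's variable features (120 of the 134 cells shared) it was named acinar-like and led by *Ctrb1*, *Clps* and *Reg1*, and with log-normalization (108 shared) it was named duct-like and led by *Chgb* and *Fev*. Its median mitochondrial share was 6.58%, so that the stricter cell filter kept only 12 of its cells and gave no ratio.

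*Ppy*, *Pyy* and *Tspan8* are among the markers that name the immature β-like cluster, though they did not enter the clustering. It held 459 WT cells (10.1% of kept cells, 9.20 to 11.0) and 818 *Npc1*-/- cells (20.4%, 19.2 to 21.7), a ratio of 2.03 (1.81 to 2.28). Among β-like cells alone it made up 27.4% in WT and 49.4% in *Npc1*-/-, a ratio of 1.80 (1.61 to 2.03), and the planned clustering and doublet alternatives gave 1.68 to 2.01. Counting instead the thinned β-like cells with a UMI of *Ppy*, *Pyy* or *Tspan8*, the shares were 94.4% in WT and 97.1% in *Npc1*-/- (ratio 1.03), where endothelial-like cells gave 96.8% and 95.7%. Every β-like cell had such a UMI without thinning (100% in both libraries), so this measure is close to saturation and says little about immature cells.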

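In β-like cells of all 5 clusters together, the 7 genes lay below the median gene in *Npc1*-/-, and did so in each of the 10 alternatives. All 7 lie well above 50 CPM, and genes of at least 50 CPM had a lower median ratio than the median gene. The alternatives share this reference and cannot show how much of the smaller falls it gives. By CPM alone the log2 ratios were -0.07 for *Ins1*, -0.08 for *Ins2*, -0.10 for *Pdx1* and -0.07 for *Mafa*. *Ins1* (ENSMUSG00000035804, chromosome 19, 52264297 to 52265476) took 17.4% of UMIs in WT and 16.6% in *Npc1*-/-, a relative log2 ratio of -0.18. *Ins2* (ENSMUSG00000000215, chromosome 7, 142678656 to 142743381) took 35.5% and 33.7%, a relative log2 ratio of -0.19. Among the transcription factors, *Pdx1* (ENSMUSG00000029644, chromosome 5, 147269959 to 147275848) went from 143.7 to 133.9 CPM (relative log2 ratio -0.22, -0.27 to -0.17), *Mafa* (ENSMUSG00000047591, chromosome 15, 75745490 to 75748228) from 202 to 192 CPM (-0.19, -0.23 to -0.15) and *Nkx6-1* (ENSMUSG00000035187, chromosome 5, 101658139 to 101664996) from 223 to 191 CPM (-0.34, -0.38 to -0.30). The largest falls were those of *Ucn3* (ENSMUSG00000044988, chromosome 13, 3940688 to 3945349), from 209 to 147 CPM (-0.63, -0.67 to -0.58), and *Slc2a2* (ENSMUSG00000027690, chromosome 3, 28697903 to 28731359), from 281 to 226 CPM (-0.43, -0.47 to -0.40). *Ucn3*, *Mafa* and *Slc2a2* are markers by which the mature cluster was named, though none of the 7 genes entered the clustering.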

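*Txnip* (ENSMUSG00000038393, chromosome 3, 96557957 to 96561883), which encodes thioredoxin interacting protein, had 3294 UMIs in WT β-like cells and 9487 in *Npc1*-/- β-like cells. This is 66.8 CPM (64.5 to 69.1) against 196.5 CPM (192.6 to 200.5) and a log2 ratio of 1.44 (1.383 to 1.498) relative to the median gene. Disallowed genes are genes of other tissues that mature β cells keep low, and those named by the study were counted rarely here. *Ldha* (ENSMUSG00000063229, chromosome 7, 46841475 to 46855627) had 14 and 19 UMIs, and its relative log2 ratio of 0.34 (-0.72 to 1.46) was not distinguishable from 0 at this depth and kept its side in 7 of 10 alternatives. The intervals of 3 others excluded 0, namely *Fgf1* (ENSMUSG00000036585, chromosome 18, 38838673 to 38929472) with 50 and 93 UMIs (0.80, 0.30 to 1.34), *Dlk1* (ENSMUSG00000040856, chromosome 12, 109452823 to 109463336) with 314 and 419 UMIs (0.33, 0.12 to 0.55) and *Olfm1* (ENSMUSG00000026833, chromosome 2, 28192992 to 28230736) with 243 and 336 UMIs (0.38, 0.14 to 0.63). At 8.68 CPM in *Npc1*-/-, *Dlk1* was the highest of these 4 genes.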

Meanwhile, we found significantly increased expression of *Txnip* and disallowed genes (*Aldob*, *Ldha*, *Fgf1*, *Dlk1*, *Olfm1*) in *Npc1*^-/-^ islets that indicated increased cell apoptosis and retarded β cell differentiation 28, 29. This might explain the previous observations of changes in β cell function and apoptosis in *Npc1*^-/-^ mice (Figure 3E). Furthermore, pancreatic progenitor markers, such as *Ngn3* and *Aldh1a3* were also significantly increased in β cells. 

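*Neurog3* (ENSMUSG00000044312), the gene of Ngn3, lies on chromosome 10 from 62133090 to 62134763. It had 126 UMIs in WT β-like cells (2.55 CPM) and 152 in *Npc1*-/- β-like cells (3.15 CPM). The log2 ratio relative to the median gene was 0.18, and its interval of -0.17 to 0.54 included 0. The value lay above that interval in 7 of the 10 alternatives, with 1.01 for log-normalization as the highest, 0.87 for the study's variable features and 0.96 with no doublets removed, and the lowest was 0.08 without the clusters of a single library. *Aldh1a3* (ENSMUSG00000015134, chromosome 7, 66390890 to 66427517) had 12 UMIs in WT (0.243 CPM) and 72 in *Npc1*-/- (1.49 CPM), a relative log2 ratio of 2.45 (1.61 to 3.52).

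**Figure D2:**
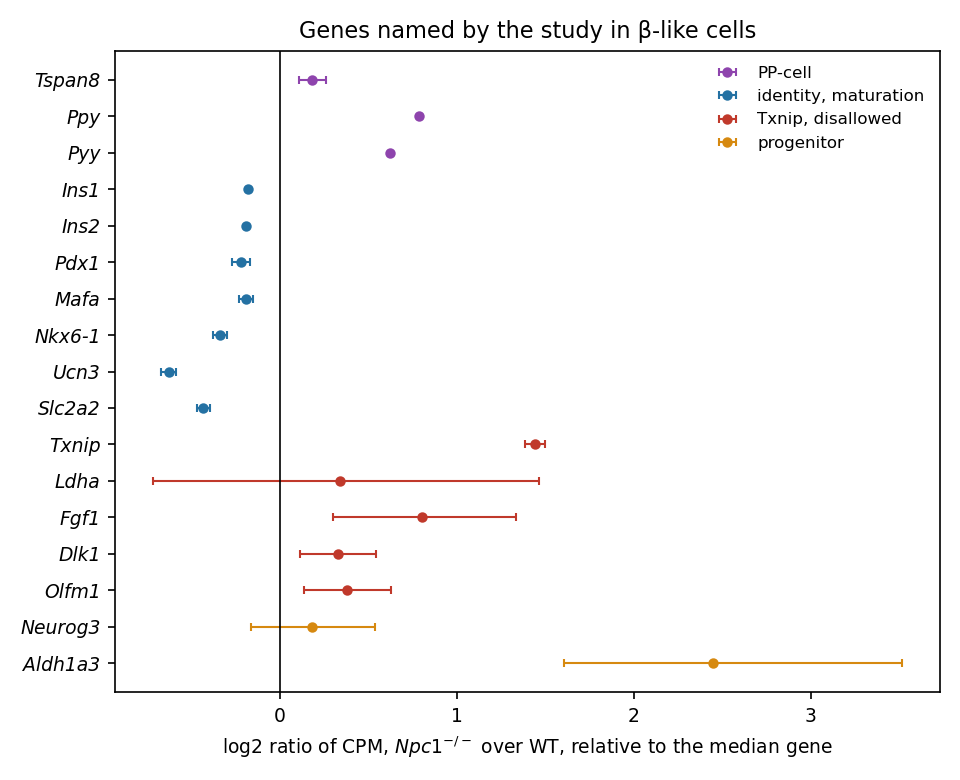
log2 ratio of CPM in β-like cells, *Npc1*-/- over WT, relative to the median gene, for the PP-cell, identity and maturation, *Txnip* and disallowed, and progenitor genes given in the text. Points are the value from 1 library per genotype, lines are exact 95% intervals for counting error (some are shorter than the point is wide), and the vertical line at 0 marks the median gene. *Aldh1a3* lies at 2.45 and *Neurog3* at 0.18, with an interval across the line that leaves out 7 of the 10 alternatives.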

We verified these changes in mRNA from primary islets (Figure 3F). Protein level of ALDH1A3, the major β cell dedifferentiation marker was elevated in islet lysates and ALDH1A3 positive β cells were significantly enriched in pancreas section of *Npc1*^-/-^ mice (Figure 3G, S2A). The β cells maturation marker of Urocortin3 (UCN3) was otherwise significantly attenuated in *Npc1*^-/-^ islet β cells (Figure 3H). Hence, scRNA seq analysis not only suggested the dysfunction and increased apoptosis phenotypes of *Npc1*^-/-^ pancreas islets, but further indicated a less differentiated and immature status of neonatal *Npc1*^-/-^ β cells.

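The same genes were set against each other inside the mature and inside the immature β-like cluster, each relative to the median gene of that cluster (log2 ratio of *Npc1*-/- over WT). *Ucn3* stood at -0.34 in mature and -0.37 in immature cells, *Nkx6-1* at -0.27 and -0.35, *Slc2a2* at -0.39 and -0.24, and *Pdx1* at -0.18 and -0.21. *Mafa* stood at 0.10 and 0.05, so that its lower level over all β-like cells came with the shift in cluster sizes and not with a fall inside either cluster. For *Tspan8* the values were 0.00 and -0.26. *Ppy* rose by 0.71 in mature cells and 0.14 in immature cells, and *Pyy* by 0.10 and 0.15. *Txnip* rose by 0.51 and 1.30, and *Aldh1a3* by 2.69 and 1.93.

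From the larger shares of progenitor and immature β cells, the lower expression of identity genes and the higher expression of *Txnip*, disallowed genes and progenitor markers, the paper proposes that β cells of neonatal *Npc1*-/- mice are less differentiated and immature. The paper backs this with RT-PCR of primary islets, with ALDH1A3 protein in islet lysates and pancreas sections, and with UCN3 staining. It also proposes that the expression changes might account for the β cell dysfunction and increased apoptosis.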

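The pathways were examined through gene lists, since a test of enrichment among changed genes would need replicate libraries. For each list the median log2 ratio in β-like cells, relative to the median gene, was placed among the medians of 10000 random lists of equal size and matched mean expression, as a description of these libraries. The 61 lysosome genes that passed 5 CPM had a median of 0.08, at percentile 99.7, with 38 genes above the median gene and 23 below. The middle 95% of random lists ran from -0.08 to 0.05. The 45 genes of mTOR and AMPK signalling had a median of 0.10, also at percentile 99.7, with 29 above and 16 below. With only genes of at least 50 CPM, the 10 genes left gave -0.06, which is the opposite side. The 39 genes of insulin secretion and maturation had a median of -0.09 at percentile 39.2, with 15 above and 24 below, and the 76 nuclear genes of oxidative phosphorylation (OXPHOS) a median of -0.10 at percentile 41.7, with 18 above and 58 below. Random lists matched to the OXPHOS genes ran from -0.14 to -0.05, so that the list as a whole moved like other genes of that expression level.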

KEGG pathway analysis of DEGs in β cell population showed that in addition to altered expressions of genes regulating phagosome/lysosome, insulin secretion and T2D, pathways regulating mTOR/AMPK signaling and oxidative phosphorylation were also affected (Figure 4A). 

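The OXPHOS genes that the study shows for β cells were all below the median gene in *Npc1*-/- β-like cells, in each of the 10 alternatives. *Cox6a2* (ENSMUSG00000030785, chromosome 7, 128205435 to 128206387), which encodes a subunit of complex IV, fell the furthest, from 1162 UMIs in WT to 231 in *Npc1*-/-, or from 23.6 CPM (22.2 to 25.0) to 4.78 CPM (4.19 to 5.44). Its log2 ratio relative to the median gene was -2.41 (-2.63 to -2.21). For complex III, *Uqcrc1* (ENSMUSG00000025651, chromosome 9, 108936633 to 108949623) went from 90.1 to 71.9 CPM (-0.44, -0.51 to -0.38) and *Uqcrc2* (ENSMUSG00000030884, chromosome 7, 120635176 to 120659524) from 95.6 to 79.8 CPM (-0.38, -0.44 to -0.31). For the ATP synthase, *Atp5b* (ENSMUSG00000025393, chromosome 10, 128083273 to 128090391) went from 349 to 278 CPM (-0.44, -0.48 to -0.41) and *Atp5a1* (ENSMUSG00000025428, chromosome 18, 77773729 to 77782869) from 267 to 239.5 CPM (-0.27, -0.31 to -0.24).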

RT-PCR verification of whole islet lysates showed the similar trends of expressional changes of genes regulating the respiration chain and oxidative phosphorylation, such as *Cox6a2, Uqcrc1, Uqcrc2, Atp5a1,* and *Atp5b* in *Npc1*^-/-^*vs* WT (Figure 4B-C), whereas the protein levels of mitochondrial respiration complex (Figure S2B) or pS6/p-AMPK levels were not significantly altered (Figure 4D). Despite the inconsistence of translational and transcriptional changes, total islet ATP content (Figure 4E) as well as mitochondrial oxidation function in primary* Npc1*^-/-^ islets measured by Seahorse XF24 were significantly reduced compared to the control littermates both in basal and glucose induced OCR (Figure 4F-G).

### *Npc1*^-/-^ Min6 cells exhibited similar changes with primary *Npc1*^-/-^ β cells

To further verify and study the altered intracellular signaling found by scRNA seq in *Npc1* null β cells, we used CRISPR/Cas9 editing to generate *Npc1* knockout (*Npc1*^-/-^) Min6 cells. Western blot and RT-PCR confirmed deletion of *Npc1* (Figure 5A). Similar in *Npc1*^-/-^ islets, *Npc1*^-/-^ Min6 cells showed increased p62, LC3II/I, LAMP1 levels and LC3 puncta, with unaffected protein levels of ATG5, demonstrating that* Npc1* deletion increased autophagosome/lysosomes and blocked autophagy flux in Min6 cells (Figure 5B-C). The blocked autophagy flux was exacerbated by BafA1 treatment to a larger extend in *Npc1*^-/-^ than WT Min6 cells (Fig S3A). *Npc1*^-/-^ Min6 cells also exhibited lower intracellular DQ-BSA uptake (Figure 5D-E), increased lysosome pH in *Npc1*^-/-^ Min6 cells (Figure 5F-G) and decreased Cathepsin B (CTSB) activity albeit with increased protein level (Figure 5H-I), all these results indicated lowered lysosome digest function 30. Thus, despite having increased lysosome quantity, the digestion function of lysosome in *Npc1*^-/-^ cells was compromised, which hence blocked the autophagy flux in β cells.

Except for decreased cell proliferation (Figure 6A), similarly with primary islet β cells, Min6 cells lacking *Npc1* exhibited increased cell apoptosis (Figure 6B), attenuated glucose induced insulin exocytosis measured by glucose induced membrane capacitance changes (Figure 6C), and reduced glucose induced OCR in *Npc1*^-/-^ Min6 cells (Figure 6D). Additionally, mitochondrial superoxide productions were significantly increased in *Npc1*^-/-^ Min6 cells (Figure 6E). Aligned with the above results and the scRNA seq analysis of primary β cells, higher expression of disallowed genes (mostly glycolytic genes), genes regulating cholesterol synthesis and uptake as well as lysosome genes, including *Lamp1, Lamp2, Ctsb,* and those encoding mitochondria respiration chain were all significantly changed in *Npc1*^-/-^ Min6 cells (Figure 6F). However, like in primary islets, no changes in respiration chain protein levels were found (Figure S3B), nor the changes of mitochondria quantity (COX4 and mtDNA) (Figure S3C-D). Therefore,* Npc1*^-/-^ Min6 cells largely phenocopied the primary *Npc1*^-/-^ β cells and exhibited reduced lysosome digest function and disrupted mitochondria OXPHOS function, without affecting OXPHOS proteins level or mitochondrial quantity.

### *Npc1* knockout disturbed mitophagy and promoted apoptosis in β cells

Based on the above changes, the disrupted mitochondria respiration could be resulted by disrupted selective autophagy of mitochondria: mitophagy 32, 33. 

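A list of 70 mitophagy genes with at least 5 CPM had a median log2 ratio of 0.04 relative to the median gene in *Npc1*-/- against WT β-like cells. This was at percentile 98.1 of the matched random lists, whose middle 95% ran from -0.08 to 0.04, and 38 genes lay above and 32 below the median gene. Limited to the 25 genes with at least 50 CPM, the median was -0.02 at percentile 27.3, on the other side. The study's figures name 14 mitophagy genes, of which 13 passed 5 CPM. Their median was 0.17 at percentile 98.7, and 12 of them lay above the median gene. Among them *Ulk1* rose by 0.50 (0.31 to 0.69). *Map1lc3b* lay at -0.02, and the intervals of *Park2* (0.06), *Clec16a* (0.13) and *Atg12* (0.04) included 0.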

GSEA of scRNA sequencing data showed that the mitophagy pathway was significantly activated in *Npc1*^-/-^ β cells (Figure 7A). 

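*Pink1* (ENSMUSG00000028756, chromosome 4, 138313409 to 138326307) rose from 29.2 CPM in WT to 35.6 CPM in *Npc1*-/- β-like cells, a log2 ratio of 0.17 (0.07 to 0.27) relative to the median gene. *Bnip3* (ENSMUSG00000078566, chromosome 7, 138890836 to 138909519) went from 26.7 to 29.8 CPM, and its relative log2 ratio of 0.04 (-0.07 to 0.15) could not be told from 0 at this depth. *Optn* (ENSMUSG00000026672, chromosome 2, 5020642 to 5064051) rose from 3.97 to 5.45 CPM, with 0.34 (0.07 to 0.61).

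Within the WT library, the immature β-like cluster (12418389 UMIs) was compared with the mature one (27780041 UMIs). The median gene of the 8517 genes with at least 5 CPM lay 0.14 higher in immature cells on the log2 scale, and 0.01 higher with the hormone genes out of the totals. Relative to it, *Pink1* was higher in immature cells at 34.3 against 26.6 CPM (0.23, 0.05 to 0.40). *Bnip3* was at 26.0 against 25.45 CPM (-0.11, -0.30 to 0.08). *Optn* was lower in immature cells, with 32 UMIs against 123 or 2.58 against 4.43 CPM (-0.90, -1.53 to -0.35), in all 8 alternatives that can change this value. By CPM alone 10 of the study's 14 mitophagy genes were higher in immature cells, and relative to the median gene 5 were. The latter count was 7 with the study's variable features and 8 with the stricter cell filter. Over the 12 with at least 5 CPM the median was -0.08 at percentile 13.9, and the longer mitophagy list gave -0.01 at percentile 34.4.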

The transcriptional expression levels of genes such as *Pink1*,* Bnip3 and Optn,* etc were elevated in *Npc1*^-/-^ β cells and immature WT β cells (Figure 7B-C), which were also found declined along with β cell maturation in another published single cell sequencing data (Figure S4A) 31, implying the mitophagy activity was related with the β cell maturation. We then confirmed the transcriptional and protein level changes of mitophagy proteins in *Npc1*^-/-^ Min6 cells (Figure 7D-F). CCCP treatment elevated the expression of mitophagy proteins in WT Min6 cells and this response was attenuated in *Npc1*^-/-^ Min6 cells (Figure S5A-B).

With the aid of ultrahigh resolution Lattice SIM^2^ (Figure 7G), we found that with the significantly increased size, number of lysosomes, and shortened mitochondria, the colocalization of mitochondria with lysosome in *Npc1*^-/-^ Min6 cells was significantly enhanced (Figure 7H). This lysosome colocalized mitochondria has recently been recognized as “Mitolysosome” 32. Both mt-Keima test and mitophagy dye assay 22, 33, 34 confirmed elevated mitophagy flux in *Npc1*^-/-^ Min6 cells (Figure 7I-L). However, the percentage of mitochondria localized LC3 puncta were not significantly altered in *Npc1*^-/-^Min6 cells, despite of increased total LC3 puncta counts (Figure S5C-D). These changes further suggested that the mitophagy in *Npc1*^-/-^ β cells was blocked in the stage of lysosome degradation 35 and the elevated mitophagy proteins induced by *Npc1* deletion was rather a feedback response and unable to futher increase mitophagy flux.

Dysfunction mitochondria OXPHOS or increased mitochondria superoxide could intervene both cell differentiation and survival. 

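The 74 genes of an apoptosis list with at least 5 CPM had a median log2 ratio of -0.06 relative to the median gene in *Npc1*-/- against WT β-like cells, at percentile 3.01 of matched random lists (middle 95% from -0.07 to 0.06). Of these genes 29 lay above and 45 below the median gene. The list covers apoptosis in general and is not the gene set of the study. A Reactome list with 22 genes gave -0.05 at percentile 38.9. In WT cells, the same apoptosis list was higher in the immature than in the mature β-like cluster, with a median of 0.08 at percentile 99.7.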

GSEA analysis also showed that intrinsic apoptosis pathway was significantly enhanced in *Npc1*^-/-^ islet β cells (Figure 7M) and Cleaved Caspase 3 in protein lysates of *Npc1*^-/-^ Min6 cells was elevated (Figure 7N-O). Thus, we confirmed that loss of NPC1 in β cell blocked mitophagy that mainly impaired mitochondrial respiration and promoted mitochondria derived cell apoptosis. To further identify the potential signal linking NPC1 loss indued mitochondria incompetence to cell fate or survival changes, we tested the integrated stress response (ISR) activity 36-38. However, we found no overall specific transcriptional alteration patterns of ISR genes in scRNA sequencing between mature and immature β-cell, or between WT and *Npc1*^-/-^ Min6 cells, and p-eIF2α level, the main manifestation of ISR activity was unaltered between WT and *Npc1*^-/-^ Min6 cells (Figure S6).

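In the WT library, 26 genes of the integrated stress response (ISR) with at least 5 CPM were compared between the immature and the mature β-like cluster. Their median log2 ratio relative to the median gene was -0.06, at percentile 13.5 of matched random lists, whose middle 95% ran from -0.10 to 0.08. Of the 26 genes 10 lay above and 16 below the median gene.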

## Discussion

In this study, we for the first time revealed the effect of NPC1 on the postnatal pancreas β cell differentiation. In 2-week-old *Npc1* global knockout mice, we observed reduced β cell mass and GSIS with increased cell apoptosis. Sc-RNA seq data demonstrated expression of genes regulating β cell maturation, lysosome function, and mitochondrial respiration were altered. In *Npc1*^-/-^ Min6 cells, we verified that *Npc1* depletion blocked mitophagy by impairing lysosome function to disrupt mitochondrial respiration, pancreatic β cell maturation and survival (Figure 8).

NPC1 loss induces LSDs with the accumulation of undegraded autophagosome/lysosomes, which decreases lysosomal proteolytic function. In recent years, lysosomes have been found to play active role in multiple cellular processes other than degrading cellular wastes, such as signal transduction, material processing, energy sensing, cell membrane repairing, cytokine secretion and autophagy flux 8. Autophagy maintains the healthy circulation of organelles and other cell components as well as cell nutrient sensing to maintain metabolic homeostasis and normal function. Abnormal autophagy induces ER stress, the unfolded protein response and precluded organelle degradation, such as mitophagy, ERphagy, pexophagy as well as amyloid protein accumulation 16, 39. Both inhibiting or enhancing autophagy in β cells by knocking out *Atg7* (low autophagy) or overexpressing *Becn1* (high autophagy) impair β cell function and lead to a diabetic phenotype 40, 41. Here, we first demonstrated the correlation of lysosome dysfunction and blocked autophagy flux with disturbed mitophagy that could exert detrimental effect in postnatal β cell differentiation and maturation. Autophagy of other organelles could be involved, which requires future study to confirm.

Mitophagy is important for mitochondria turnover and healthy mitochondrial function 42. Blocked mitophagy flux confers accumulated dysfunctional mitochondria 43 that bear decreased oxidative phosphorylation, less ATP synthesis and increased superoxide production, which not only compromises matured insulin secretion function, but also provokes apoptosis and impairs β cell maturation 44-46. After in depth molecular and cell biology studies, we were able to confirm that the mitophagy flux was blocked in the lysosome digestion stage in *Npc1*^-/-^ β cells, and delineated that the elevated expressions of mitophagy activation machinery proteins could work as the feedback response against the blocked mitophagy flux and be insensitive to additional stimulation of mitophagy by CCCP 35. We thought the mitochondria dysfunction secondary to blocked mitophagy resulted in elevated cell apoptosis and delayed postnatal β cell differentiation during β cell weaning.

Considering its requirement for adult stem cells differentiation of other tissues 47, 48, we think the normal mitophagy flux could be the main downstream target of NPC1 relating lysosome function regulation to serve as a key trigger to postnatal β cell maturation in addition to maintaining normal β cell survival and nutrient coupled insulin secretion 49-53. To support this notion, scRNA seq data in *Npc1*^-/-^ β cell demonstrated an increased proportion of immature β and progenitor cell populations, decreased key pancreatic transcription factors and increased expression of disallowed genes (majorly enhancing glycolysis) in *Npc1*^-/-^ β cells, indicating that due to disturbed mitophagy, accumulated unhealthy mitochondria was unable to carry on sufficient glucose oxidation and to promote cell metabolic reprogramming that underlines postnatal β cell differentiation. Mitochondria respiration linked integrated stress response (ISR) plays a key role in embryogenesis and cell development in lung and brain 36-38, hence we guessed that ISR could mediate the mitochondrial dysregulation induced by loss of NPC1 to nucleus to drive reprogram. However, we did not find altered p-eIF2α levels and significant altered expression pattern of ISR genes in scRNA seq between WT versus *Npc1*^-/-^ or mature versus immature β cells. On the other hand, lysosome leakage induced by the accumulated autophagsome/lysosome can prompt cell apoptosis 54, and lysosome relating signals have been known pivotal for cell fate decision 55-57. 

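In β-like cells, the ISR genes had a median log2 ratio of -0.21 in *Npc1*-/- against WT, relative to the median gene, and none of the 10000 matched random lists had a median as low (percentile 0, with the middle 95% between -0.11 and 0.10). Of the 26 genes 7 lay above and 19 below the median gene. The Reactome list kept only 2 genes and gave -0.06 at percentile 33.8. The ISR list was below the middle 95% of random lists in 5 of 6 other cell classes as well, and the libraries also differed in genes that respond to tissue dissociation.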

Therefore, future studies should be conducted to investigate other signals mediating NPC1 related mitophagy, from both mitochondria and lysosome to the expression of key pancreatic transcription genes, such as *Pdx1*, *MafA, Nkx6.1,* etc*.*

Activity switch of essential intracellular nutrient sensors AMPK/mTORC1 has been suggested to regulate metabolic reprogram 20, 58, 59 underlining the postnatal β cell development. Both signaling pathways require lysosomal localization to exert their functions 15, 60, 61. Conversely, AMPK/mTORC1 activities are important for the biosynthesis and activity of both mitochondria and lysosomes for initiating autophagy 62, 63. Recent studies have found that mTORC1 activity can be controlled by NPC1 to sense the cholesterol levels in lysosome 64, implying the potential of lysosome/mTORC1 mediated cholesterol regulation on the β cell maturation. However, we did not find altered mTORC1 and AMPK activities in *Npc1*^-/-^ and WT Min6 cells, suggesting that NPC1/lysosome regulation might work downstream of these two nutrient sensors in neonatal β cells.

Despite impacting mitochondrial function, lysosome mediated autophagy also regulates different forms of vesicle degradation under diverse nutritional statuses, such as excretion lysosome, crinophagy, SINGD (starvation-induced nascent degradation), etc. in pancreatic islet cells 65, 66. Most of these studies suggest that lysosome plays a surveillance role in restraining unnecessary insulin secretion under fasting condition. However, in these* Npc1*^-/-^ β cells we found a deficient GSIS rather than increased fasting insulin secretion, which was most possibly dependent on insufficient β cell maturation and insulin biosynthesis.

Our study had below limitations. We did not include the investigation on β cell specific Npc1 knockout mice. An inducible organ specific model could be helpful to delineate how NPC1 is required for the physiology of β cell in different development stages. We did not evaluate the homeostasis of other organelles, such as ER, peroxisome, and Golgi which could also be affected by loss of NPC1 induced autophagy flux blockage.

In this study, we demonstrated that NPC1 in β cells could maintain normal lysosome function, one of major subsequent intracellular regulation of which was to sustain mitophagy flux to permit mitochondria OXPHOS mediating the metabolism reprogram that is essential for neonatal β cell maturation and survival. This study explored a new angle for investigating the role of mitochondria dynamics in postnatal pancreatic islet development. Elucidating the role of NPC1 and related lysosome function in β cell differentiation regulation will facilitate the discovery of new drug targets for T2D as well as Nieman Pick disease.

## Supplementary Material

Supplementary figures and table.

## Figures and Tables

**Figure 1:**
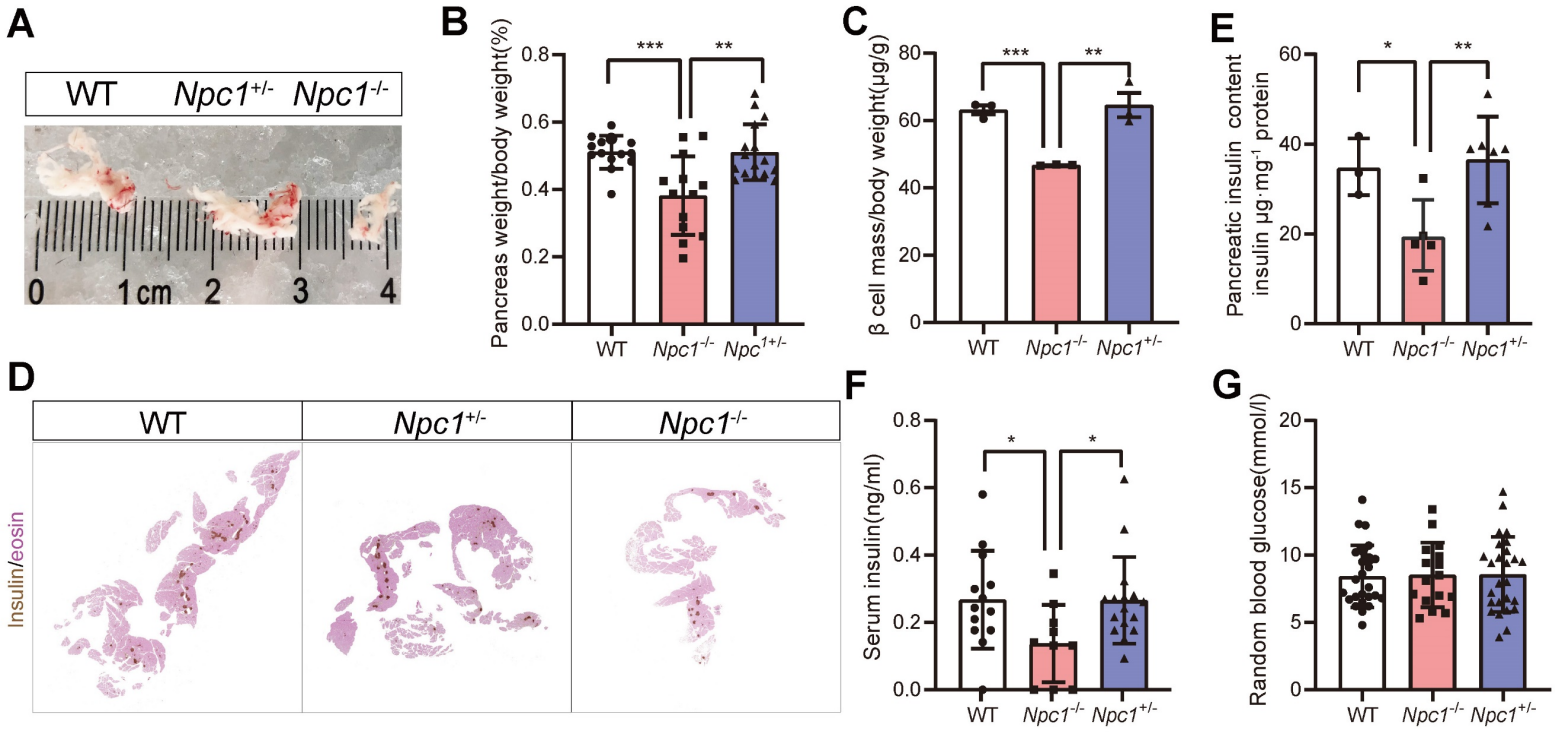
***Npc1* knockout reduced β cell mass in 2-week-old mice. A**. Representative images of whole pancreas dissected from 2-week-old mice. **B**. Pancreas weight versus body weight (n = 14-16). **C**. β cell mass normalized to body weight (n = 3). **D**. Representative images of immunochemistry staining of insulin with eosin counterstaining on continuous sections of pancreas in 2-week-old WT, *Npc1*^-/-^, and *Npc1*^+/-^ mice. **E**. Pancreas insulin content in 2-week-old WT, *Npc1*^-/-^, and *Npc1*^+/-^ mice (n = 3-7).** F**. Serum insulin level in 2-week-old WT, *Npc1*^-/-^, and *Npc1*^+/-^mice (n = 10-16). **G**. Random blood glucose levels in 2-week-old WT, *Npc1*^-/-^, and *Npc1*^+/-^ mice (n = 16-25). Data are presented as the mean ± S.E.M, * P < 0.05, ** *P* < 0.01, *** *P* < 0.001. Unpaired two-tailed Student's t test.

**Figure 2:**
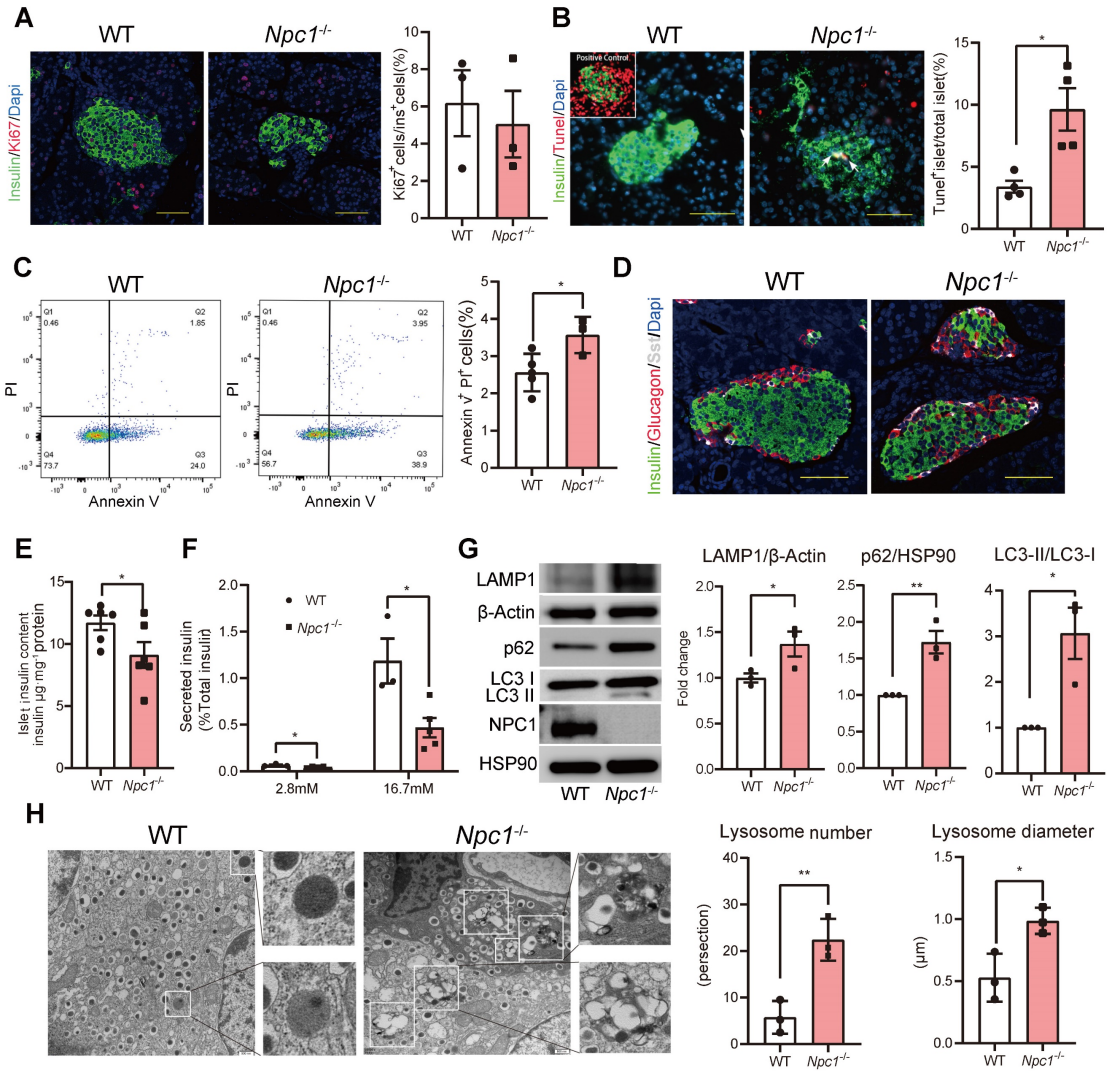
***Npc1* ablation blocks autophagy and increases neonatal β cell apoptosis. A**. β cell proliferation, left: representative images of Ki67 (red) and insulin (green) immunostaining in pancreas section. Scale bars, 50 μm; right: Percentage of Ki67^+^β cell number (count at least 2000 cells per mice, n = 3). **B**. β cell apoptosis; left: representative images of TUNEL assay for labeling apoptosis β cell in the islets from 2-week-old WT and *Npc1*^-/-^ mice; right: percent of TUNEL^+^ islets (count at least 100 islets per mice, n = 4). **C**. Flow cytometry analysis of Annexin V and PI staining of dispersed islets cells of 2-week-old WT and *Npc1*^-/-^ (n = 3-4). **D**. Islet structure, immunostaining pancreas section with glucagon (red), somatostatin (white), and insulin (green). **E**. Islet insulin content in 2-week-old WT and *Npc1*^-/-^mice (n = 6).** F**. *Ex vivo* glucose stimulated insulin secretion of primary islets from 2-week-old WT and *Npc1*^-/-^ mice treated with 2.8 and 16.7 mM glucose (normalized to total insulin content, n = 3-5). **G**. Western blot of LAMP1, LC3, p62, and NPC1 in primary islets from 2-week-old WT and *Npc1*^-/-^. **H**. Representative transmission electron microscopy images and quantification of β cells autophagosome/lysosome ultrastructure in 2-week-old WT and *Npc1*^-/-^ mice (n = 3); autophagosome/lysosomes were magnified in boxes (n = 3). Scale bars, 500 nm. Data are presented as the mean ± S.E.M, * *P* < 0.05, ** *P* < 0.01. Unpaired two-tailed Student's t test.

**Figure 3:**
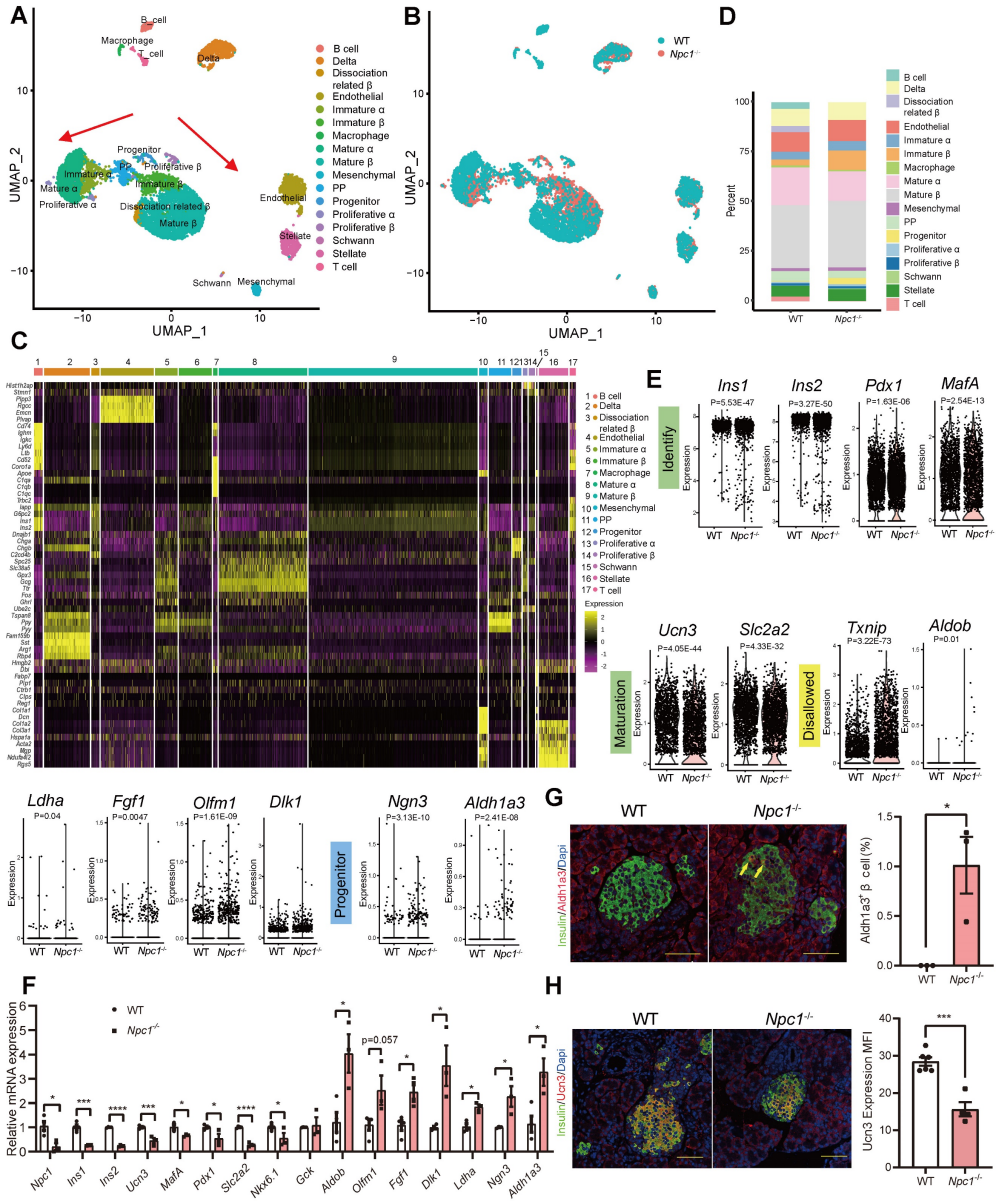
** scRNA sequencing demonstrates functional immaturity in *Npc1*^-/-^ β cells. A**. Different cell clusters and **B**. Different genotypes of Uniformed Manifold Approximation and Projection (UMAP) plot for visualizing annotated clusters in single islet cell of in 2-week-old WT and *Npc1*^-/-^ mice. Arrows depict the trajectory of transcriptional progression of endocrine cell differentiation. **C-D**. The major marker gene expression and cell number percentage of 17 different cell clusters. **E**. Violin plots for expression of identity, maturation, disallowed and progenitor genes in single 2-week-old WT and *Npc1*^-/-^ β cells. **F**. RT-PCR analysis verifies the expressions of identity, maturation, disallowed and progenitor genes in WT and *Npc1*^-/-^ islets. **G**. Representative images of Aldh1a3 (red) and insulin (green) immunostaining in pancreas section and quantification. **H**. Representative images of Ucn3 (red) and insulin (green) immunostaining in pancreas section and quantification. Scale bars, 50 μm. Data are presented as the mean ± S.E.M, * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001. Unpaired two-tailed Student's t test.

**Figure 4:**
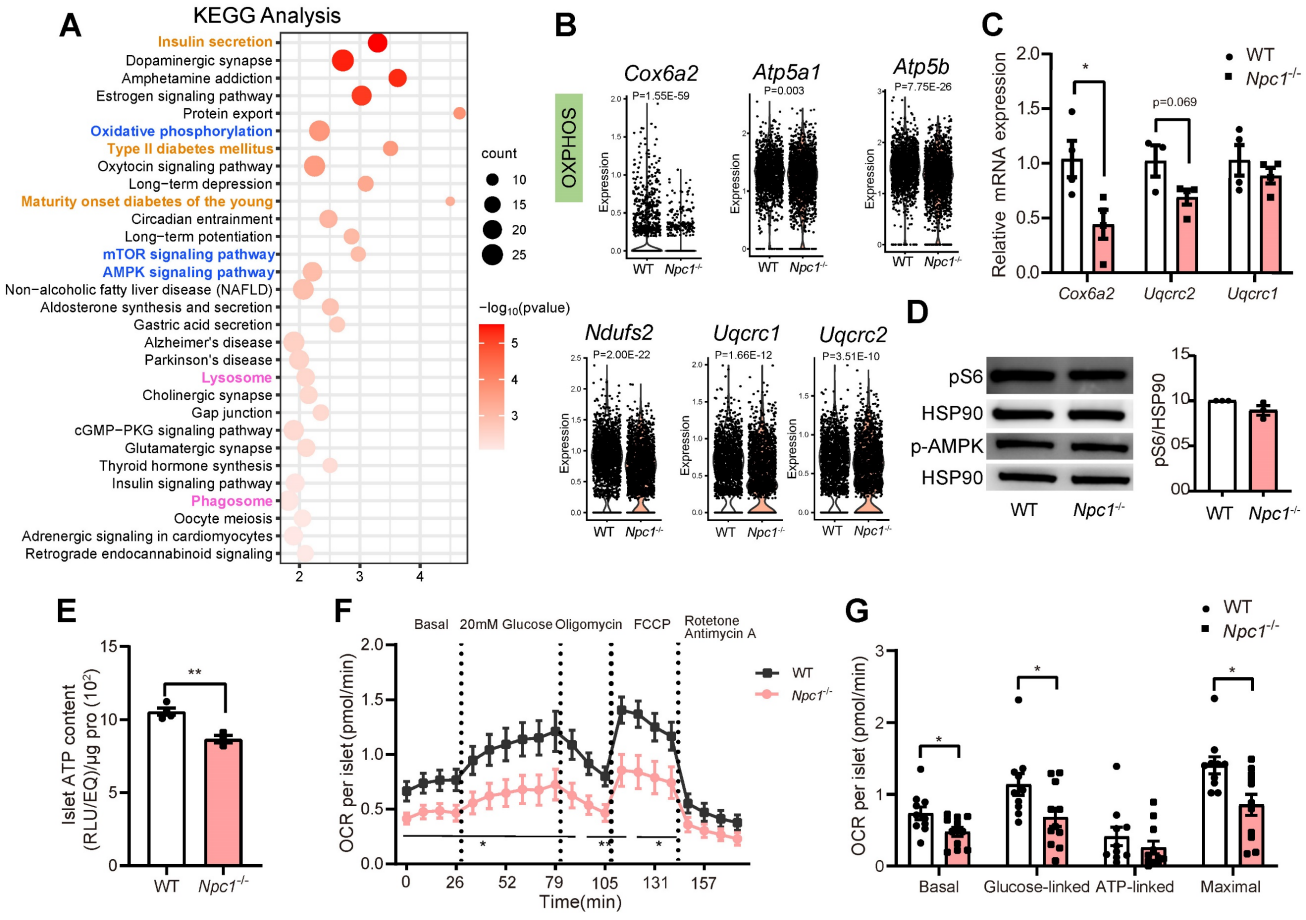
** Mitochondrial dysfunction occurs in *Npc1*^-/-^ β cells. A**. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of differentially expressed genes (DEGs, *P*_adj_ < 0.01) between single WT and *Npc1*^-/-^ β cells.** B**. Violin plot for expression of oxidative phosphorylation (OXPHOS) genes in single WT and *Npc1*^-/-^ β cells. **C**. RT-PCR analysis of OXPHOS gene in WT and *Npc1*^-/-^ primary islets (n = 3-4). **D**. Western blot and quantification for pS6 and p-AMPK levels in WT and *Npc1*^-/-^ primary islets. **E**. ATP content of primary islets from 2-week-old WT and *Npc1*^-/-^ mice (n = 3-4). **F-G**. Oxygen consumption rate (OCR) analysis of WT and *Npc1*^-/-^ islets (n = 10-11). Data are presented as the mean ± S.E.M, * *P* < 0.05, ** *P* < 0.01, unpaired two-tailed Student's t test.

**Figure 5:**
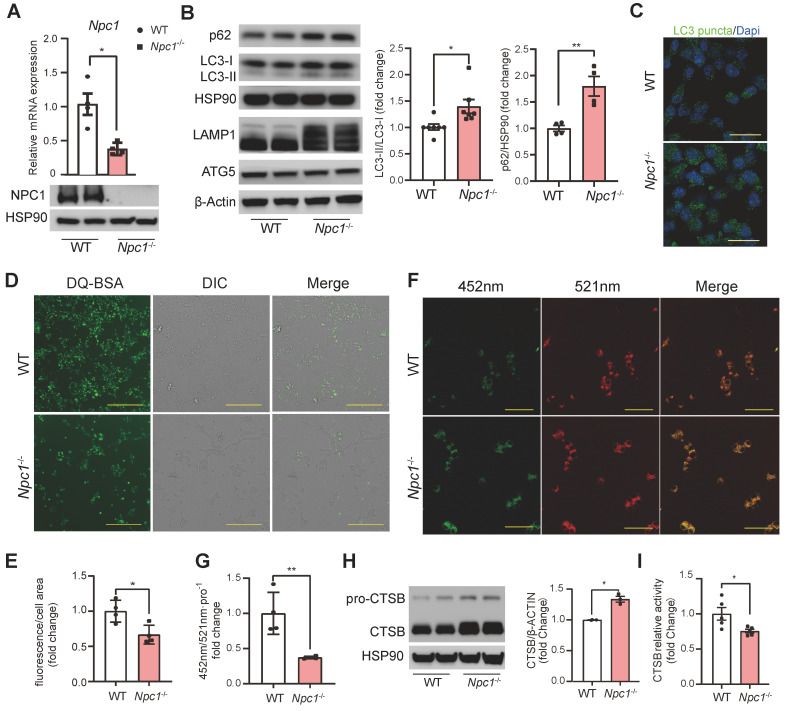
***Npc1* knockout Min6 cell had decreased proteolytic function. A**. RT-PCR and Western blot of *Npc1* expression in WT and *Npc1*^-/-^ Min6 cells (n = 4). **B**. Western blot and analysis of autophagy flux: LC3, p62, LAMP1 and autophagy initiating proteins: ATG5 expression in WT and *Npc1*^-/-^ Min6 cells. **C**. Representative images of LC3 immunostaining in WT and *Npc1*^-/-^ Min6 cells. Scale bars, 20 μm. **D-E.** Representative images and fluorescence quantitation of DQ-BSA; fluorescent intensity increases as it is transported to the lysosome and digested (n = 4). Scale bars, 200 μm. **F-G**. Representative images and fluorescence quantitation of lysosome pH value, which was calculated by dividing fluorescence intensity at excitation 335nm emission 452 nm (green, G) and excitation 381nm emission 521 nm (red, R), when lysosome pH decreases, R/G ration would increase (n = 4). Scale bars, 50 μm. **H**. Western blot of CTSB expression in WT and *Npc1*^-/-^ Min6 cells. **I**. Relative proteolysis enzymatic activity of CTSB in WT and *Npc1*^-/-^ Min6 cells (n = 5). Data are presented as the mean ± S.E.M, * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001. Unpaired two-tailed Student's t test.

**Figure 6:**
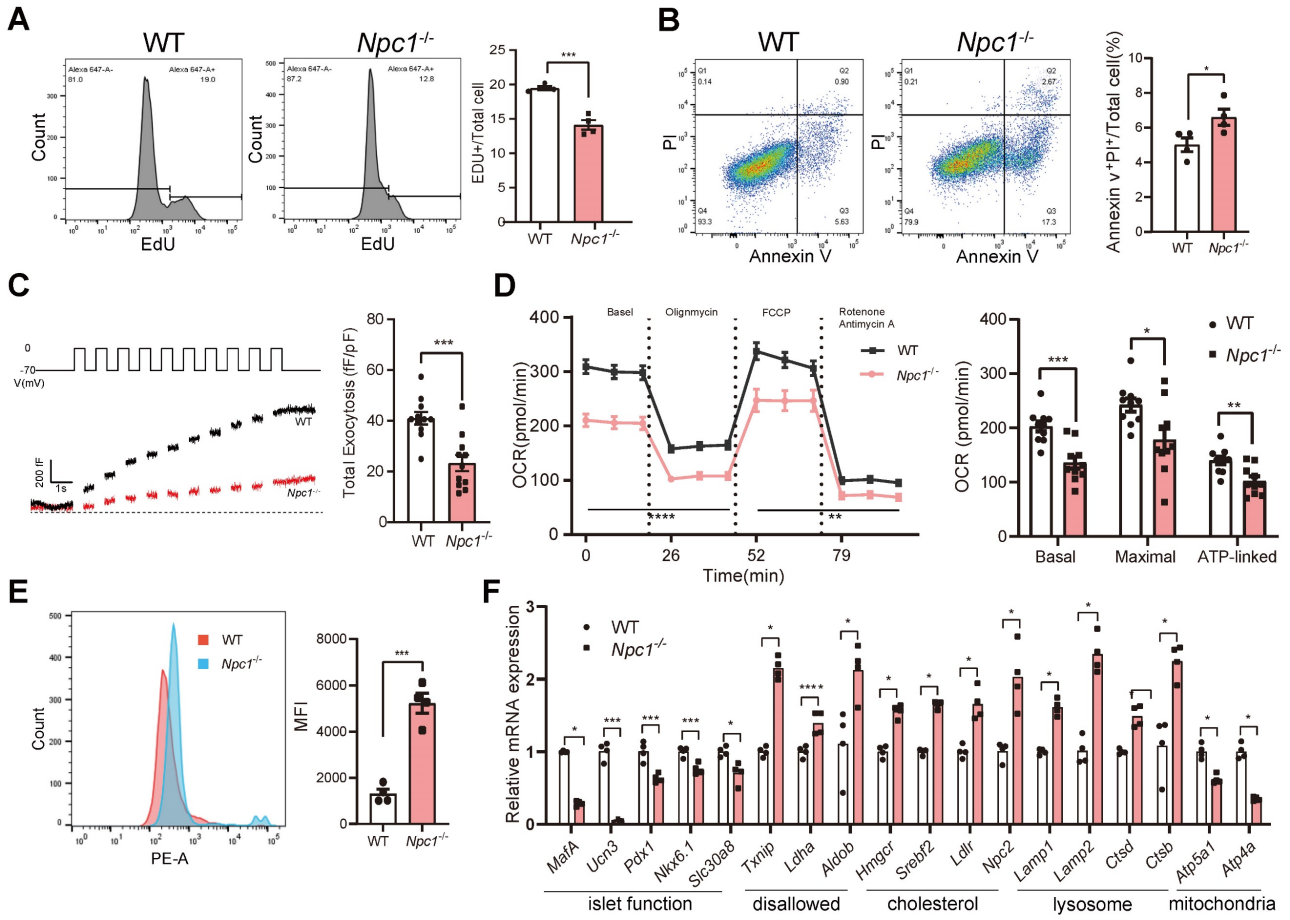
*** Npc1* knockout Min6 cell shared similar changes with primary *Npc1^-/-^* islet β cells. A**. Flow cytometry analysis of EDU labelled WT and *Npc1*^-/-^ Min6 cells (n = 4). **B**. Flow cytometry analysis of Annexin V and PI labeled WT and *Npc1*^-/-^ Min6 cells (n = 4).** C**. Exocytosis (measured as cumulative increase in membrane capacitance, ΔCm) elicited by a train of ten 500ms depolarizations from -70 to 0 mV applied to WT and *Npc1*^-/-^ Min6 cells to 20mM glucose **I**. Quantification of ∑ΔCm from WT and *Npc1*^-/-^ Min6 cells following acute 20mM glucose treatment (n = 11). **D**. OCR analysis of WT and *Npc1*^-/-^ Min6 cells (n = 12). **E**. Flow cytometry analysis of MitoSOX level in WT and *Npc1*^-/-^ Min6 cells (n = 4). **F**. RT-PCR analysis of identity, maturation, disallowed, cholesterol, lysosome, and OXPHOS gene of WT and *Npc1*^-/-^ Min6 cells (n = 3-4). Data are presented as the mean ± S.E.M, * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001. Unpaired two-tailed Student's t test.

**Figure 7:**
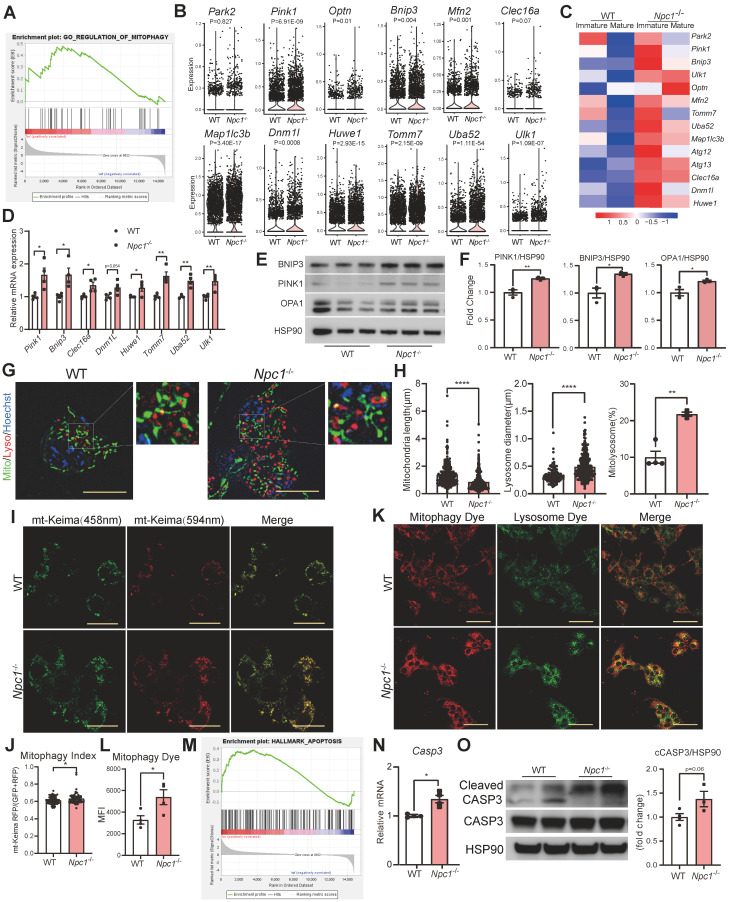
***Npc1* knockout disturbed normal mitophagy in β cells. A**. GSEA of genes regulating mitophagy in WT and *Npc1*^-/-^ islet β cell scRNA-seq data. **B**. Violin plots of mitophagy-related gene expression in WT and *Npc1*^-/-^ β cells. **C**. Heatmap of the average mitophagy gene expression in scRNA seq data from mature and immature WT and *Npc1*^-/-^ β cells. **D**. RT-PCR analysis of Mitophagy gene of WT and *Npc1*^-/-^ Min6 cells (n=3-4). E-F. Western blot and quantitation of PINK1, BNIP3 and OPA1 in WT and *Npc1*^-/-^ Min6 cells. **G**. Representative ultrahigh resolution microscopy images of lysosome(red), mitochondrion (green) and nucleus (blue) in WT and *Npc1*^-/-^ Min6 cells. Scale bars, 10 μm. **H**. Quantification of mitochondria length (> 200 mitochondria), lysosome diameter (> 200 lysosomes) and percentage of mitolysosome/lysosome (mitochondria colocalized in lysosome, per section, > 10 cells per group) in WT (4 images with 2-6 cells per image) and *Npc1*^-/-^ Min6 cells (3 images with 7-8 cells per image). **I**. Representative images of mt-Keima fluorescence 594 nm(red) and 458 nm (green) and J. Mitophagy index quantification in WT and *Npc1*^-/-^ Min6 cells. Scale bars, 20 μm. **K.** Representative images, and **L.** Quantitation of Mitophagy assay fluorescence staining (Mitophagy Dye, fluorescence intensity of which increases as mitochondria undergo mitophagy process) in WT and *Npc1*^-/-^ Min6 cells. Scale bars, 50 μm. **M.** GSEA analysis of apoptosis pathway in WT and *Npc1*^-/-^ islet β cell scRNA-seq data. **N.** RT-PCR analysis of *Casp3* gene of WT and *Npc1*^-/-^ Min6 cells (n = 4). **O.** Western blot and quantification for the expression of Cleaved Casp3 and Casp3 in WT and *Npc1*^-/-^ Min6 cells. Data are presented as the mean ± S.E.M, * *P* < 0.05, ** *P* < 0.01, **** *P* < 0.0001. unpaired two-tailed Student's t test.

**Figure 8:**
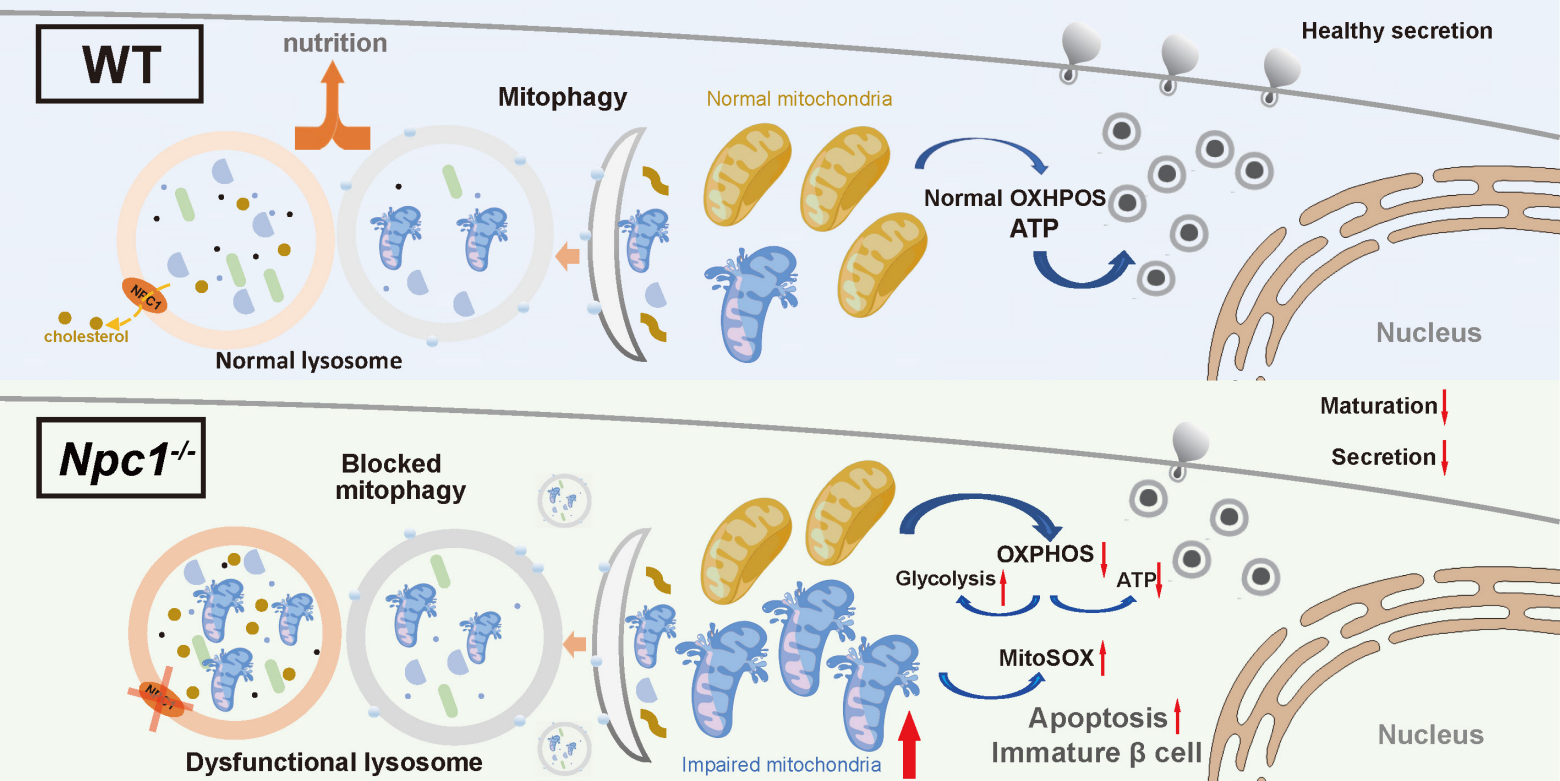
**Illustration of the mechanism underlying the role of NPC1 in β cell maturation.** NPC1 locates on the lysosomal membrane of islet β cells, transports cholesterol and maintains the normal function of lysosomes. The deletion of NPC1 leads to the accumulation of cholesterol in the lysosome, which decreases lysosomal hydrolysis function. The normal process of mitophagy is whereby affected and dysfunctional mitochondria are accumulated in β cells. Finally, the normal mitochondrial function is undermined and normal β cell maturation is deferred. Created with Figdraw.com.

## Abbreviations

NPC1: Niemann-Pick disease type C intracellular cholesterol transporter 1
T2D: type 2 diabetes
eQTL: expression quantitative trait locus
CRISPR: clustered regularly interspaced short palindromic repeats
OXPHOS: oxidative phosphorylation
MitoSOX: mitochondrial superoxide
LSD: lysosomal storage disorder
SNP: single nucleotide polymorphism
GWAS: genome wide association study
HFD: high fat diet
AMPK: adenosine 5'-monophosphate (AMP)-activated protein kinase
mTOR: mechanistic target of rapamycin
mTORC1: mTOR Complex1
BafA1: bafilomycin A1
CCCP: carbonyl cyanide-m-chlorophenylhydrazone
LAMP1: lysosomal associated membrane protein 1
ATG5: autophagy related protein 5
CTSB: cathepsin B
LC3: microtubule-associated protein 1 light chain 3
p62: sequestosome 1, SQSTM1
pS6: phosphorylation protein S6
COX4: cytochrome C oxidase subunit IV
CHOP: C/EBP-homologous protein
OPA1: optic atrophy 1
PINK1: PTEN induced putative kinase 1
ALDH1A3: aldehyde dehydrogenase family 1, subfamily A3
p-eIF2α: phosphorylation eukaryotic translation initiation factor 2A
eIF2α: eukaryotic translation initiation factor 2A
HSP90: heat shock protein 90
UCN3: urocortin3
GCG: Glucagon
SST: Somatostatin
DQ-BSA: dye quenched-bovine serum albumin
MtDNA: mitochondrial deoxyribonucleic acid
CОX2: cytochrome oxidase subunit 2
OCR: oxygen consumption rate
FCCP: fluoromethoxy carbonyl cyanide phenylhydrazone
EPC: electrophysiological patch clamp
Ngn3: neurogenin3
DEGs: differentially expressed genes
KEGG: Kyoto Encyclopedia of Genes and Genomes
TUNEL: TdT-mediated dUTP nick end labeling
PI: propidium iodide
GSIS: glucose-stimulated insulin secretion
EM: electron microscope
GSEA: gene set enrichment analysis
scRNA seq: single cell RNA sequencing
PP cell: pancreatic polypeptide cell
Tspan8: tetraspanin 8
Ppy: pancreatic polypeptide
Pyy: peptide YY
Pdx1: pancreatic and duodenal homeobox 1
MafA: MAF BZIP transcription factor A
Slc2a2: solute carrier family 2 member 2
Glut2: glucose transporter 2
Nkx6.1: NK6 homeobox 1
Txnip: Thioredoxin-interacting protein
Aldob: fructose bisphosphate
Ldha: lactate dehydrogenase
Fgf1: fibroblast growth factor 1
Dlk1: delta like non-canonical notch ligand 1
Olfm1: olfactomedin 1
Cox6a2: cytochrome C oxidase subunit 6A
Uqcrc1: ubiquinol-cytochrome C reductase core protein 1
Uqcrc2: ubiquinol-cytochrome C reductase core protein 2
Atp5a: ATP synthase F1 subunit alpha
Atp5b: ATP synthase F1 subunit beta
Lamp2: lysosomal associated membrane protein 2
Optn: optineurin
Atg7: autophagy related 7
Becn1: beclin 1
SINGD: starvation-induced nascent degradation
EdU: 5-ethynyl-2'-deoxyuridine

How the deposited data were processed for this re-analysis (not part of the article)

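Single cell RNA sequencing of islet cells from mice aged 2 weeks was analysed from 2 libraries, 1 of WT and 1 of *Npc1*-/- mice, each from a pool of 3 mice according to the labels. The authors deposited raw UMI counts per gene and barcode, made with Cell Ranger and filtered to the barcodes that it called as cells. The genome build is not stated in the paper's text. The counts were not normalized, and the study's filters on genes, UMIs, mitochondrial and haemoglobin share and doublets had not been applied to them. RT-PCR, protein and Min6 measurements of the paper were not analysed here.

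All later steps were run for the present re-analysis, with Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and Scrublet as contained in scanpy 1.11.5) and R 4.3.3 (Seurat 5.3.0, sctransform 0.4.2, edgeR 4.0.16, the last for the TMM factor only). Cells were kept with more than 1000 genes, fewer than 50000 UMIs, under 10% mitochondrial UMIs and at most 0.1% haemoglobin UMIs. The expected doublet rate was 0.8% per 1000 barcodes. Where Scrublet's threshold marked under 0.5% of the cells, the highest scores up to the expected rate were removed, which happened in the *Npc1*-/- library alone. The kept cells held 92186695 UMIs in WT and 87136221 in *Npc1*-/-. Libraries were merged without integration. SCTransform with 3000 variable features, 30 principal components and Louvain clustering at resolution 0.46 followed, with random seed 42. The resolution is the study's, and the number of components is not given in the paper's text.

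A marker counted as raised in a cluster when its CPM was at least 2 times the median over clusters, after adding 10 CPM. A name needed at least 3 raised markers and a lead of 0.5 on the log2 scale over the next class, and these limits were set after the data were seen. The neutrophil markers were also added after the data were seen. The other marker lists, the filters, the gene lists, the rule for the genes named in the text and the alternatives not marked as added were fixed before the data were examined. The named genes were *Npc1*, the genes that the study names for these libraries, *Xist* and Y-linked genes, and the 10 genes with the highest and the 10 with the lowest log2 ratio in β-like cells among those with at least 20 CPM in either library and the same direction under each scaling and definition of β-like cells.

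No test was made across genotypes, because each has 1 library and cells are not replicates. Summed counts have exact Poisson intervals, shares Clopper-Pearson intervals and ratios conditional binomial intervals, at 95%, for counting error only. Genes below 1 CPM rest on few molecules at this depth. Ratios were computed on CPM with 0.5 counts added. Because the scaling moved the median of all genes, it was decided after seeing the data to report them relative to the median gene and to summarise the genes of a group by how many lay on the stated side of it. Gene lists covered OXPHOS, lysosome, insulin secretion and maturation, mitophagy (a longer list and the genes in the study's figures), apoptosis, the ISR, cholesterol synthesis and uptake, mTOR and AMPK signalling, and the response to dissociation. Each list used genes with at least 5 CPM in either group, and random lists were drawn from 25 bins of mean expression.

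The procedure for β-like cells was tested on simulated counts for 8648 genes, of which 200 were given a known change. Counts were drawn with Poisson error only, which the intervals assume, so coverage near 95% was fixed in advance. It says nothing about the spread between cells, mice or libraries, and it was checked for ratios not yet set against the median gene. Intervals covered the set ratio for 92.5% of the changed and 94.9% of the unchanged genes, every changed gene came out on its set side (100%), and the median absolute error of their log2 ratio was 0.05. A list of 50 genes shifted by 0.3 came out at percentile 100, and 4.5% of 200 unshifted lists fell outside the middle 95%. Smaller shifts, and lists whose genes vary together, were not simulated. In 2000 simulated draws for the share of immature cells, 96.8% of the ratio intervals covered the set ratio.

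The alternatives were a looser and a stricter cell filter, no doublet removal, the study's variable features with the reported genes included, resolution 1.0, log-normalization in place of SCTransform, classes by the hormone with most UMIs, CPM without hormone genes, the TMM factor, the mean over cells of each cell's CPM, other limits on low expression, Reactome lists, and thinning to 2500 in place of 5000 UMIs. Alternatives added after seeing the data were the expected doublet rate removed in both libraries, β-like cells without the clusters of a single library, the list medians inside the mature or the immature cluster alone, and further filters for the comparison of immature with mature cells.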

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

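All tests in this part were chosen only after the result was seen.

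Among the 10 genes with the largest rise in *Npc1*-/- β-like cells, 7 are not discussed by the study. Relative to the median gene, the log2 ratios were 1.09 for *Soat1* (0.95 to 1.23), 1.08 for *Rnase4*, 0.98 for *Ang*, 0.83 for *Gstp1*, 0.78 for *Tmem181a*, 0.73 for *Smim6* and 0.72 for *Rgs2*. *Soat1*, which encodes a cholesterol acyltransferase, went from 12.7 to 29.2 CPM. They stand out as signal outside the genes that the paper discusses, above the WT level. With 1 library per genotype this level has no spread of its own. *Rnase4* and *Ang* overlap on chromosome 14 (51091077 to 51106151 and 51091150 to 51102009) and share promoter exons, and *Gstp1* and *Tmem181a* have close paralogs, so for these 4 genes the counting could have split or joined reads.

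A larger share of immature cells with no change inside the clusters does not account for the set. Inside the mature β-like cluster alone the median of the 7 genes was 0.89, where matched random lists ran from -0.23 to 0.21, though these genes were picked for being high in β-like cells. A difference between the libraries, a strain variant or shared reads could act in every cell class. Of the 7 genes 2 (*Gstp1* and *Tmem181a*) had a ratio with its lower limit above 1 in all 6 other classes with at least 100 cells per library, while the others had it in 1 to 3 of them. For the set as a whole this explanation and an effect of genotype cannot be told apart, because a single library per genotype carries both. An effect of NPC1 loss stays open and was not tested.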

How the results depend on the processing

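The tests chosen only after the result was seen are the alternatives marked here as added and the comparison with the median gene. No paired analysis was possible because each genotype has 1 library and no result comes from a test.

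The TMM factor and totals without hormone genes cannot change a value relative to the median gene and are left out of these counts. Over the other alternatives, 494 values of 58 single genes stayed within the counting interval of the main value, 80 moved beyond it and 0 changed side where the main interval excluded 0. *Ldha*, *Park2*, *Map1lc3b* and *Atg12*, whose intervals included 0, did change side in some alternatives. *Neurog3* moved from 0.18 to between 0.08 and 1.01, above its interval in 7 of 10. In the main setting the mature and immature clusters held 7 and 47 of its 126 UMIs in WT. In *Npc1*-/- they held 9 and 109 of 152. The rest lay in β-like clusters without a state. With log-normalization, *Neurog3* was among the leading genes of an unnamed cluster with δ and β markers (43 WT and 9 *Npc1*-/- cells). The study's variable features gave a like cluster (42 and 12 cells). The value of 0.18 therefore depends on which barcodes count as β-like. For the other results 364 values stayed, 24 moved and 4 were reversed. The 3 PP-cell genes, the 7 identity and maturation genes, the 6 OXPHOS genes and both progenitor genes kept their side of the median gene in all 10 of these alternatives. Of the 20 genes with the largest changes, between 17 and 19 were shared with each alternative. The ratio of the cluster matched by its cells to the progenitor and PP marker cluster ran from 5.69, where it was named acinar-like, to 7.41 in the planned settings and was 10.5 with the expected doublet rate removed in both libraries (added).

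The number of kept cells follows from the filters themselves: 9478 with the looser filter, 5869 with the stricter, 8897 with no doublets removed and 8319 with the expected doublet rate removed in both libraries (added). The looser filter reversed the ratio of mature β-like cells to 1.10, where no limit on UMIs or haemoglobin was set and doublets were kept. Keeping doublets alone did not reverse it (19.2% in WT and 17.1% in *Npc1*-/-). The UMI limit left out more *Npc1*-/- barcodes (369) than WT barcodes (167), but lifting it alone was not tested. Resolution 1.0 gave 0.619, and the cause was not tested. By the hormone with most UMIs in a cell, the ratio was 0.813 for δ-like and 1.16 for PP-like cells, and the study's variable features gave 1.10 for PP-like cells. The immature share of β-like cells had a ratio of 2.06 with the stricter filter (added) and 1.03 when defined by a UMI of *Ppy*, *Pyy* or *Tspan8*, a measure close to saturation.

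Of the list medians in β-like cells, those limited to genes with at least 50 CPM moved most. Mitophagy became -0.019 and mTOR and AMPK signalling -0.058, both reversed, and OXPHOS -0.014. The cause was not tested. This limit leaves fewer genes, and its reference is the median of the genes that pass it. That reference was chosen after the values were seen. Against the median of the genes with 5 CPM, these genes gave -0.10 for mitophagy, -0.14 for mTOR and AMPK signalling and -0.10 for OXPHOS. The lysosome list would then also lie on the other side, at -0.04. The apoptosis list would stay on its side, at -0.15 against -0.06 in the main setting. The Reactome list gave -0.059 for the ISR. Inside the mature cluster alone OXPHOS was -0.14, and inside the immature cluster alone the lysosome list was 0.13 (both added).

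In the comparison of immature with mature WT cells, log-normalization reversed the dissociation response to -0.053 and gave 0.0067 for OXPHOS, and the cause was not tested. The remaining values here were added. The looser filter gave 0.59 for the dissociation response and 0.0045 for OXPHOS, and the stricter filter put 8 of the 14 mitophagy genes above the median gene. Without a limit on expression OXPHOS was -0.063 and the study's mitophagy genes -0.13. With at least 50 CPM apoptosis was 0.011 and the ISR -0.14. With Reactome lists apoptosis was 0.0026 and the ISR 0.15.

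The stricter filter gave no value for the progenitor and PP marker cluster, and several classes could not be named under it or with the added doublet step. Depth limits the disallowed and progenitor genes, since *Ldha* and *Aldh1a3* rest on 12 to 72 UMIs per library.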

Differences from the paper's values

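The tests in this part that were chosen only after the result was seen are the comparison of directions and the cell filters applied to immature cells and the mitophagy genes, and the alternatives named for the shares had been planned. The cell classes were rebuilt and named anew, and whether the differences come from the names was not tested. Shares in Fig. 3D were read by eye and are taken as shares of all clustered cells.

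For mature β cells of WT the paper shows about 32% in Fig. 3D, and the value here was 19.0%. Among the alternatives set before the data were examined, the study's variable features (21.5%), log-normalization (25.9%), the looser filter (22.4%) and the stricter filter (23.2%) came within 1.5 times of it, while resolution 1.0 (18.4%) and no doublet removal (19.2%) did not. For mature β cells of *Npc1*-/- the paper shows about 33% in Fig. 3D, against 16.5% here. Log-normalization (22.7%) and the looser filter (24.6%) closed this gap. The study's variable features (19.0%), resolution 1.0 (11.4%), the stricter filter (20.2%) and no doublet removal (17.1%) left it open. The readings of about 32% and 33% do not show the decreased portion of mature β cells that the paper's text states. The size of both gaps is uncertain for that reason.

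For immature β cells of WT the paper shows about 3% in Fig. 3D, against 10.1% here. None of the alternatives set before the data were examined closed the gap, with 7.89% for the study's variable features, 6.33% for resolution 1.0, 8.59% for log-normalization and 9.64% for no doublet removal. For immature β cells of *Npc1*-/- the paper shows about 10% in Fig. 3D, against 20.4% here. Resolution 1.0 (12.7%) closed the gap, while the study's variable features (17.9%), log-normalization (17.2%) and no doublet removal (17.9%) did not. For immature cells the cell filters were added after seeing the data. The looser filter gave 6.76% in WT and 13.4% in *Npc1*-/-, which closed the gap in *Npc1*-/- only, and the stricter filter gave 7.32% and 16.2%, which closed neither.

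The paper states that mitophagy genes were higher in immature than in mature β cells of WT. Of the 14 genes in its figures 10 were higher by CPM alone and 5 lay above the median gene here, so the count depends on the reference. Relative to the median gene, *Bnip3* was at -0.11 with an interval across 0 and *Optn* at -0.90. With the stricter filter, added after seeing the values, 8 of the 14 lay above. The paper reports the intrinsic apoptosis pathway as higher in *Npc1*-/- β cells, and the general apoptosis list used here had a median of -0.06, inside the middle 95% of random lists at percentile 3.01. A Reactome list was at percentile 38.9. The paper reports no altered pattern of ISR genes between WT and *Npc1*-/- β cells, and the list used here had a median of -0.21, lower than all 10000 matched random lists. With the Reactome list of 2 genes the median was inside the range of random lists. The paper states that *Ldha* was higher in *Npc1*-/- islets and *Bnip3* in *Npc1*-/- β cells, and in β-like cells the intervals of their relative log2 ratios here (0.34 and 0.04) included 0. For Ngn3, which the paper states was higher, the interval of 0.18 included 0 as well, but 7 of 10 alternatives lay above it, up to 1.01 with log-normalization. The value depends on which barcodes count as β-like, so it is weak evidence of a difference from the paper.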

Other observations

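The tests chosen only after the result was seen are those of the stressed WT cluster, of cluster shares for *Ppy*, *Tspan8*, *Mafa* and the 3 genes *Ucn3*, *Slc2a2* and *Nkx6-1*, of doublets and broken cells, of scaling for the mitophagy genes and of fewer β cells. The other tests in this part were written down before their values were seen, but the pattern for insulin transcripts was narrowed afterwards. It first covered all cells other than β-like cells and was then limited to the 6 other classes. The reason was that the cluster with progenitor and PP markers went the other way.

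Genes that respond to tissue dissociation were lower in the *Npc1*-/- library. In β-like cells their median was -0.67 relative to the median gene, with 29 of 30 genes below it, and *Dusp1* (-2.48), *Hspa1a* (-2.41), *Fosb* (-2.22), *Ier2* (-2.21), *Fos* (-2.09), *Jun* (-1.88), *Junb* (-1.78) and *Dnajb1* (-1.66) were among the 10 largest falls. The β-like cluster of stressed cells, with 177 of its 178 cells in WT, does not account for it, since without that cluster the median was -0.46 and still below all random lists. The list lay below the middle 95% of random lists in 6 of 6 other classes. This is consistent with a difference between the preparations, such as handling time, acting on every cell. A single library per genotype confounds handling with genotype, and an effect of NPC1 loss on these genes stays open. In WT, the list was higher in immature than in mature β-like cells (0.37, percentile 100).

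The ISR list was low in β-like cells, and its percentile ran from 0 to 4.67 over the 6 other classes. It shares 2 genes with the dissociation list. Without them the median was -0.16 at percentile 0.13, which argues against the shared genes as the whole cause. A wider effect of handling on the ISR could still contribute.

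B cells, T cells and neutrophils were found almost only in the WT library. Barcodes with at least 3 B cell markers numbered 150 among kept and 28 among left-out barcodes of WT, and 2 and 1 in *Npc1*-/-. With 1 such barcode left out in *Npc1*-/-, the filter does not explain the difference. Haemoglobin took 2808 CPM of all WT barcodes and 1731 CPM of all *Npc1*-/- barcodes, a ratio of 1.62. That passes the mark of 1.5 set beforehand for more blood in the WT preparation, but it is far smaller than the ratio of B cell barcodes, so it was judged afterwards to leave the question open. Blood, lymphoid tissue taken with the WT islets, and genotype cannot be told apart.

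Insulin transcripts were lower in *Npc1*-/- in each of the 6 other classes compared. In endothelial-like cells the ratio of *Npc1*-/- to WT was 0.385 for *Ins1* and 0.378 for *Ins2*, and *Ins1* was at 0.443 in stellate-like, 0.306 in α-like, 0.332 in δ-like, 0.697 in PP-like and 0.768 in proliferating-like cells. In the cluster with progenitor and PP markers *Ins1* was higher instead, with a ratio of 3.96, so the fall was not general. Fewer β cells are argued against by the share of β-like cells, which rose with a ratio of 1.13. *Iapp*, another abundant β cell transcript, had a ratio of 0.368 in endothelial-like and 0.448 in stellate-like cells. This is in line with less free RNA from β cells in the *Npc1*-/- droplets, which would not explain the rise in that cluster. The classes that express *Iapp* themselves gave 0.852 (α-like), 1.09 (δ-like) and 1.71 (PP-like). Whether fewer β cells broke or less transcript was released per cell was not tested.

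Free RNA was also tested as a source of *Ppy* and *Pyy* in *Npc1*-/- β-like cells. In endothelial-like cells *Ppy* changed by -6.73% of the rise in β-like cells, and it rose from 552 to 1124 CPM in stellate-like cells, so free RNA could supply only part of it. A shift towards immature cells alone would give 0.55 for *Ppy*, less than the 0.79 observed. The log2 ratio of *Ppy* was 0.71 inside the mature cluster and 0.14 inside the immature cluster. In mature cells it went from 556 to 971 CPM, levels close to those of stellate-like cells, while endothelial-like cells fell from 615 to 426 CPM. Free RNA could therefore contribute to the 0.71, which does not decide whether mature cells express more *Ppy*. *Pyy* was at 0.10 inside the mature cluster. For *Tspan8* cluster sizes alone would give 0.35, more than the 0.18 observed. Inside the mature cluster it stayed with the median gene, but inside the immature cluster its value was -0.26 with an interval below the median gene, so cluster sizes with no change inside the clusters do not account for it.

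For *Mafa* the fall over all β-like cells may come from the cluster sizes, which alone would give -0.26, while the log2 ratio inside the mature cluster was 0.10. For *Ucn3*, *Slc2a2* and *Nkx6-1* cluster sizes are not the whole cause. Inside the mature cluster the median of the 3 was -0.34.

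The cluster with progenitor and PP markers had a median doublet score of 0.0523, close to the median over clusters of 0.0519, and ranked 9 of 20 clusters from the lowest median UMI number, at 14495 UMIs. A sum of 2 cells would lie between them, but 6 of the 14 progenitor markers were higher in this cluster than in any other, which argues against doublets. Insulin took 4.58% of its UMIs, against 51.6% in β-like and 2.34% in endothelial-like cells, which argues against broken β cells. Of its 134 cells 122 had at least 5% mitochondrial UMIs. A cell state that grows with NPC1 loss is a hypothesis that these 2 libraries cannot separate from a difference between preparations.

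*Gm47283* had a relative log2 ratio of -2.02 in β-like cells. The annotation places it on the Y chromosome (90784738 to 90816464), although other Y-linked genes had at most 1 UMI per library, so its reads probably belong to a copy elsewhere. It was lower in *Npc1*-/- in 6 of 6 other classes. This is consistent with a variant or copy number of the mice, or shared reads, and not with a response of β cells alone. The genes within 10 Mb of *Npc1* were examined for a strain difference carried along with the mutant allele. The median absolute log2 ratio of these 34 genes was at percentile 87.3 of random lists, and 0 of the 20 largest changes lay there, although *Mpp7* in this window stood at -0.96.

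Genes of cholesterol synthesis and uptake were higher in *Npc1*-/- β-like cells, with a median of 0.23 above all random lists and 23 of 25 genes above the median gene. The paper reports such genes for Min6 cells. If loss of NPC1 raised them in every cell type, the list would be high in each of the 6 other classes. It was so in 3 (α-, δ- and PP-like, with 0.38, 0.43 and 0.35) and not in endothelial-like, stellate-like or proliferating-like cells. The marks set beforehand were 6 classes for and at most 1 against, so the result lay between them, and reading it as evidence against a rise in every class was decided afterwards. A rise in endocrine cells is a hypothesis found and tested on the same libraries. In WT, the list was lower in immature than in mature β-like cells (-0.13, percentile 1.36).

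For the rise of the study's mitophagy genes, totals without hormone genes gave the same median of 0.17. That outcome was fixed in advance, since another total moves every gene alike, and it decides nothing about insulin's share of UMIs. In the other lists compared between immature and mature WT cells, lysosome genes were at -0.09 (percentile 0.18), insulin secretion and maturation at -0.11 (0.02), mTOR and AMPK signalling at -0.08 (1.60) and OXPHOS at -0.02 (3.42). In *Npc1*-/- against WT, the OXPHOS list was high in α-like (0.07, percentile 100) and PP-like cells (0.07, percentile 99.97). The lysosome genes that the paper measured in Min6 cells had ratios of CPM of 0.977 (*Lamp1*), 1.18 (*Lamp2*) and 1.05 (*Ctsb*) in β-like cells. No explanation was tested for these values.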
